# Functionally redundant roles of ID family proteins in spermatogonial stem cells

**DOI:** 10.1016/j.stemcr.2024.08.011

**Published:** 2024-09-26

**Authors:** Hue M. La, Ai-Leen Chan, Ashlee M. Hutchinson, Bianka Y.M. Su, Fernando J. Rossello, Ralf B. Schittenhelm, Robin M. Hobbs

**Keywords:** spermatogonial stem cells, germline, transcription factors, ID genes

## Abstract

Spermatogonial stem cells (SSCs) are essential for sustained sperm production, but SSC regulatory mechanisms and markers remain poorly defined. Studies have suggested that the *Id* family transcriptional regulator *Id4* is expressed in SSCs and involved in SSC maintenance. Here, we used reporter and knockout models to define the expression and function of *Id4* in the adult male germline. Within the spermatogonial pool, *Id4* reporter expression and inhibitor of DNA-binding 4 (ID4) protein are found throughout the GFRα1+ fraction, comprising the self-renewing population. However, *Id4* deletion is tolerated by adult SSCs while revealing roles in meiotic spermatocytes. Cultures of undifferentiated spermatogonia could be established following *Id4* deletion. Importantly, ID4 loss in undifferentiated spermatogonia triggers ID3 upregulation, and both ID proteins associate with transcription factor partner TCF3 in wild-type cells. Combined inhibition of IDs in cultured spermatogonia disrupts the stem cell state and blocks proliferation. Our data therefore demonstrate critical but functionally redundant roles of IDs in SSC function.

## Highlights

• ID family transcriptional regulator *Id4* marks spermatogonial stem cell populations
• ID4 is dispensable for spermatogonial stem cell maintenance in adults
• ID3 is upregulated in spermatogonia upon ID4 loss and both associate with TCF3
• Combined inhibition of ID proteins disrupts the spermatogonial stem cell state

## Introduction

Inhibitor of DNA-binding (ID) proteins play roles in cell development, proliferation, and fate and are dysregulated in neurological disorders and cancer (Wang and Baker, 2015). Mammals possess four members (ID1−ID4), containing a helix-loop-helix (HLH) motif mediating dimerization with other HLH proteins but lack DNA-binding domains. IDs heterodimerize with basic-HLH (bHLH) transcription factors, including E-proteins and class II factors (Wang and Baker, 2015). Heterodimers of E-proteins and class II factors bind E-box sequences to regulate gene expression. However, ID-bHLH heterodimers cannot bind DNA and are transcriptionally inactive. Since bHLH factors regulate genes associated with differentiation and cell-cycle arrest, IDs maintain cells in an undifferentiated and proliferative state (Roschger and Cabrele, 2017). ID function is also mediated through interaction with non-bHLH proteins (Roschger and Cabrele, 2017). Studies of *Id* knockout models have indicated that IDs have both redundant and unique roles (Lyden et al., 1999; Wang and Baker, 2015).

Sustained sperm production is dependent on spermatogonial stem cells (SSCs) in the testis seminiferous epithelium (La and Hobbs, 2019). SSCs self-renew and generate differentiation-destined progenitors that produce gametes through spermatogenesis. SSCs are contained within a heterogeneous pool of undifferentiated spermatogonia (type A undifferentiated/A_undiff_) (Figure 1A). A_undiff_ exist as single (A_s_) and chains of 2 (A_pr_) or more cells (A_al_) formed due to incomplete cytokinesis. A_undiff_ expressing receptor GFRα1, the majority of A_s_ and A_pr_, and a minor subset of A_al_, comprise the SSC pool in which cells interconvert between renewing- and differentiation-biased states. EOMES, PDX1, and PLVAP mark the most undifferentiated or primitive cells (La et al., 2018b; Nakagawa et al., 2021). A_undiff_ positive for SOX3, RARγ, and NGN3, which are mostly A_al_ plus some A_s_ and A_pr_, act as progenitors although can revert to SSCs, particularly under regenerative conditions (La and Hobbs, 2019; Nakagawa et al., 2010). PLZF, SALL4, and E-Cadherin are expressed throughout the A_undiff_ pool and early differentiation stages (Figure 1A) (La and Hobbs, 2019; La et al., 2018b). In response to retinoic acid, progenitors induce c-KIT and differentiate, then undergo multiple divisions before generating meiotic spermatocytes.

**Figure 1:**
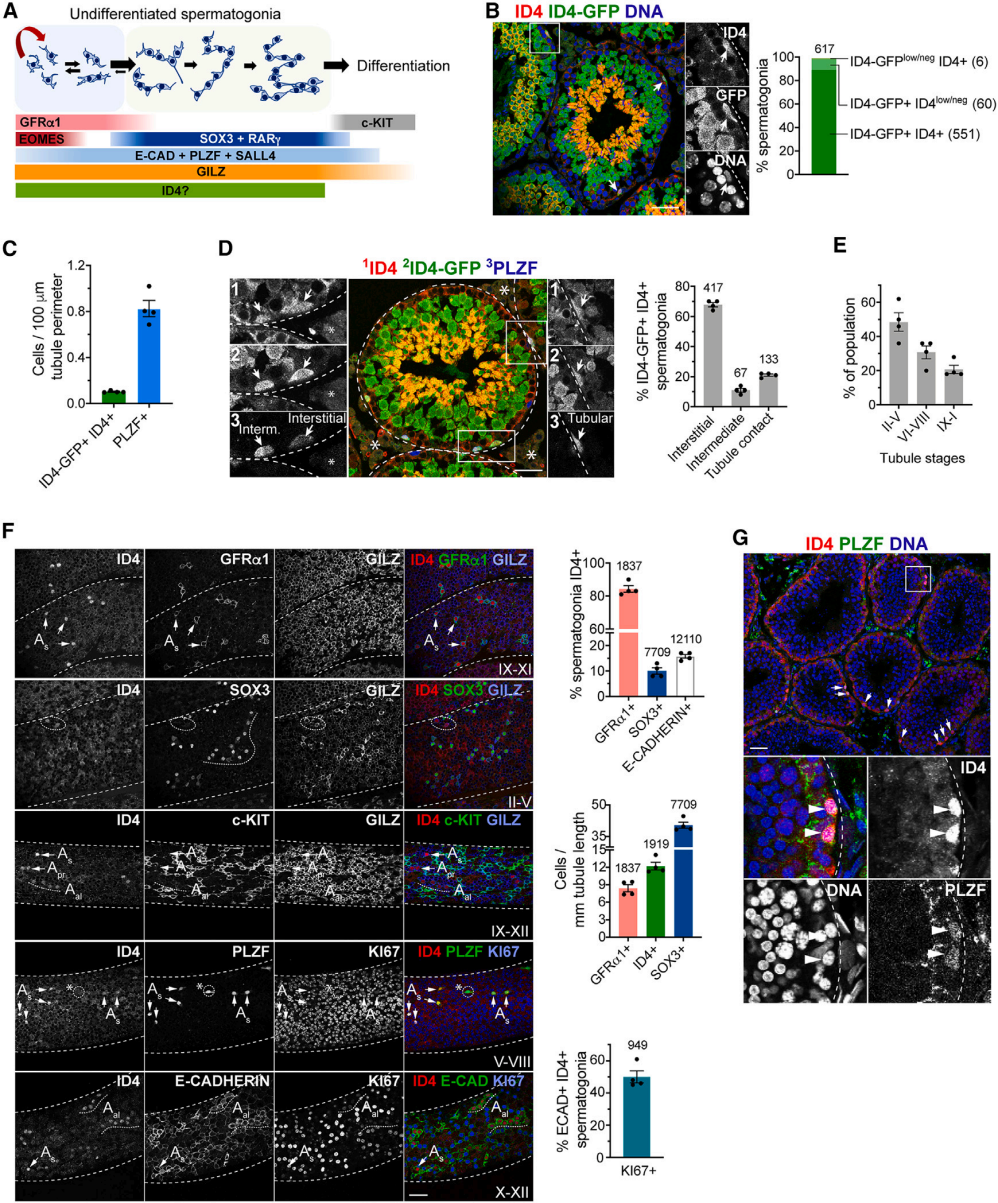
Expression pattern of *Id4* in adult testis (A) Spermatogonial hierarchy and markers associated with A_undiff_ populations. (B) Representative IF of adult *Id4*^IRES-GFP^ testis sections. Graph shows percentage overlap between GFP and ID4 expression (*n*= 4 mice). Arrows: GFP+ ID4+ spermatogonia. (C) Abundance of GFP+ ID4+ and PLZF+ spermatogonia in sections from B normalized to tubule perimeter. (D) Representative IF of adult *Id4*^IRES-GFP^ testis sections showing localization of GFP+ ID4+ spermatogonia within tubules. Arrows: GFP+ ID4+ spermatogonia. Graph shows percentage of cells localized at distinct tubule regions (*n* = 4 mice). Numbered panels show grayscale images of the indicated markers. Asterisks: autofluorescent interstitial regions. (E) Distribution of GFP+ ID4+ spermatogonia to the indicated ranges of seminiferous tubule stages from D. 60 tubule cross-sections scored per animal (*n* = 4 mice). (F) Representative whole-mount IF of adult wild-type seminiferous tubules. Tubule stage is indicated. Selected A_undiff_ are highlighted with arrows. Graphs show the percentage of spermatogonial populations expressing ID4 (top), abundance of spermatogonial populations (middle), and percentage of ID4+ E-Cadherin+ spermatogonia KI67+ (bottom). 37–40 mm of tubules analyzed on one tubule face per animal (*n* = 4 mice). (G) Representative IF of adult marmoset testis sections (*n* = 2 animals). Arrows: ID4+ PLZF+ spermatogonia. Graphs show mean ± SEM. Total numbers of scored cells are indicted. Tubule basement membrane or profile is indicated with dashed lines. Insets show higher magnification details. Scale bars 50 μm.

SSC self-renewal depends on growth factors from testis somatic cells including glial cell-derived neurotrophic factor (GDNF) (Yoshida, 2019). *Id4* was identified in a screen for GDNF-induced genes in cultured A_undiff_, and *Id4* knockdown inhibited SSC expansion *in vitro* (Oatley et al., 2011). *Id4* null male mice exhibit age-dependent germline degeneration while overexpression blocks SSC-to-progenitor transition, supporting a role for ID4 in SSC maintenance (Helsel et al., 2017; Oatley et al., 2011). Expression of an Id4-GFP transgene was prominent in a subset of A_s_ and transplantation capacity strongly enriched within the Id4-GFP+ population, suggesting that SSC activity is primarily restricted to *Id4*-expressing A_s_ (Chan et al., 2014; Helsel et al., 2017). However, single-cell RNA sequencing (scRNA-seq) analysis and quantitative reverse-transcription PCR (RT-qPCR) of A_undiff_ fractions suggested broad expression of *Id4* within A_undiff_ (Hermann et al., 2018; Kitadate et al., 2019; La et al., 2018b). The identity of ID4+ cells in the germline therefore remains ambiguous. Moreover, ID4 targets in SSCs are poorly defined.

Here, using a knockin reporter, we characterize *Id4* expression in the male germline and study effects of *Id4* loss on SSCs. We find that *Id4* expression overlaps with that of GFRα1 and SSC function remains intact following *Id4* deletion. We provide evidence that ID4 loss in A_undiff_ is compensated by ID3, and combined ID inhibition disrupts the SSC state. Our data resolve discrepancies concerning the identity of ID4+ spermatogonia and support a redundant role for IDs in SSC maintenance.

## Results and discussion

### Characterization of ID4+ cells in the adult male germline

*Id4* expression in the germline has been inferred from a high-copy reporter, but studies have conflicted with scRNA-seq and other data (Chan et al., 2014; Kitadate et al., 2019; La et al., 2018b). The correlation between *Id4* transcription and protein in the germline also remains unclear. We therefore analyzed an *Id4*^IRES-GFP^ knockin mouse that provides readout of endogenous gene activity (Best et al., 2014). Adult testis sections were analyzed by immunofluorescence (IF) for GFP and ID4 to compare gene activity with protein. GFP and ID4 were detected in a subset of spermatogonia in the seminiferous epithelium basal layer (Figure 1B). GFP was also detected in spermatocytes and spermatids toward the lumen, indicating that *Id4* is expressed during spermatogenesis although little specific nuclear ID4 signal was evident in spermatocytes (Figure 1B).

Extensive overlap between GFP and ID4 in spermatogonia (∼90%) (Figure 1B) indicated a high degree of correlation between gene activity and protein and confirmed ID4 antibody specificity. GFP+/ID4+ spermatogonia were found exclusively within the PLZF+ population although represented a small fraction (∼10%) of PLZF+ cells (Figures 1C and 1D). Most GFP+/ID4+ spermatogonia (∼70%) were in proximity to the interstitium with minor fractions at regions of tubule-tubule contact or intermediate areas (Figure 1D), consistent with biased SSC localization (Hara et al., 2014; Kitadate et al., 2019). GFP/ID4+ spermatogonia were present throughout the seminiferous epithelium cycle, suggesting they may be SSCs, although were most evident at early stages (II–V) (Figure 1E) (Nakagawa et al., 2021; Tegelenbosch and de Rooij, 1993).

To characterize ID4+ spermatogonia, we analyzed wild-type seminiferous tubules by whole-mount IF (Figure 1F). In agreement with previous analysis (Kitadate et al., 2019), ID4 was mostly restricted to the GFRα1+ population and the majority of GFRα1+ cells were ID4+ (∼80%). A small proportion of SOX3+ progenitors were ID4+ (∼10%) but ID4+ cells were not found in the c-KIT+ differentiating population. ID4+ spermatogonia were as abundant as GFRα1+ cells but much less than SOX3+ cells (Figure 1F). While predominantly in A_s_ and A_pr_, ID4 was detected in some E-Cadherin+ A_al_ (Figure 1F), consistent with previous reports (Kitadate et al., 2019; Sharma et al., 2019). ∼50% of E-Cadherin+/ID4+ spermatogonia were KI67+, confirming mitotic activity (Figure 1F). Nuclear ID4 was also evident in PLZF+ spermatogonia of the marmoset, suggesting conservation of function (Figure 1G). Although more broadly expressed than previously suggested (Chan et al., 2014), our data illustrate that *Id4* expression is mainly restricted to GFRα1+ cells, indicating a functional role in SSCs.

### Effects of *Id4* deletion on adult SSCs

*Id4* null mice survive into adulthood but males exhibit germline loss, suggesting defects in SSC maintenance and/or development (Oatley et al., 2011). To define the role of ID4 in SSCs, we developed an inducible knockout model (*Id4*^TAM-KO^) by crossing *Id4*^IRES-GFP^ mice, containing *loxP* sites flanking exons 1 and 2 (Best et al., 2014), with UBC-CreER transgenic mice, allowing tamoxifen (TAM)-induced gene deletion in spermatogonia (Chan et al., 2017).

*Id4*^TAM-KO^ and Cre-negative controls (6–8 weeks old) were treated with TAM and analyzed 14, 30, and 60 days (D) later (Figure 2A). Testis-to-body-weight ratios of *Id4*^TAM-KO^ mice were unaffected D14 post-TAM but lower at D30 and D60 than controls, suggesting germline depletion (Figure 2A). To study the impact of *Id4* deletion on SSCs, A_undiff_ (E-Cadherin+ α6-integrin+ c-KIT–) were sorted D14 post-TAM (La et al., 2022). The percentage of testis cells E-Cadherin+ and proportion of E-Cadherin+ cells that were undifferentiated (c-KIT–) were unaffected in *Id4*^TAM-KO^ mice (Figure 2B). By RT-qPCR, *Id4* expression was substantially reduced in *Id4*^TAM-KO^ A_undiff_, confirming *Id4* deletion (Figure 2C). However, expression of the A_undiff_ marker *Plzf* (*Zbtb16*), SSC-associated genes (*Gfra1*, *Etv5*, *Pdx1*), and the progenitor marker *Ngn3* (*Neurog3*) were unaltered, indicating an intact A_undiff_ pool (Figure 2C).

**Figure 2:**
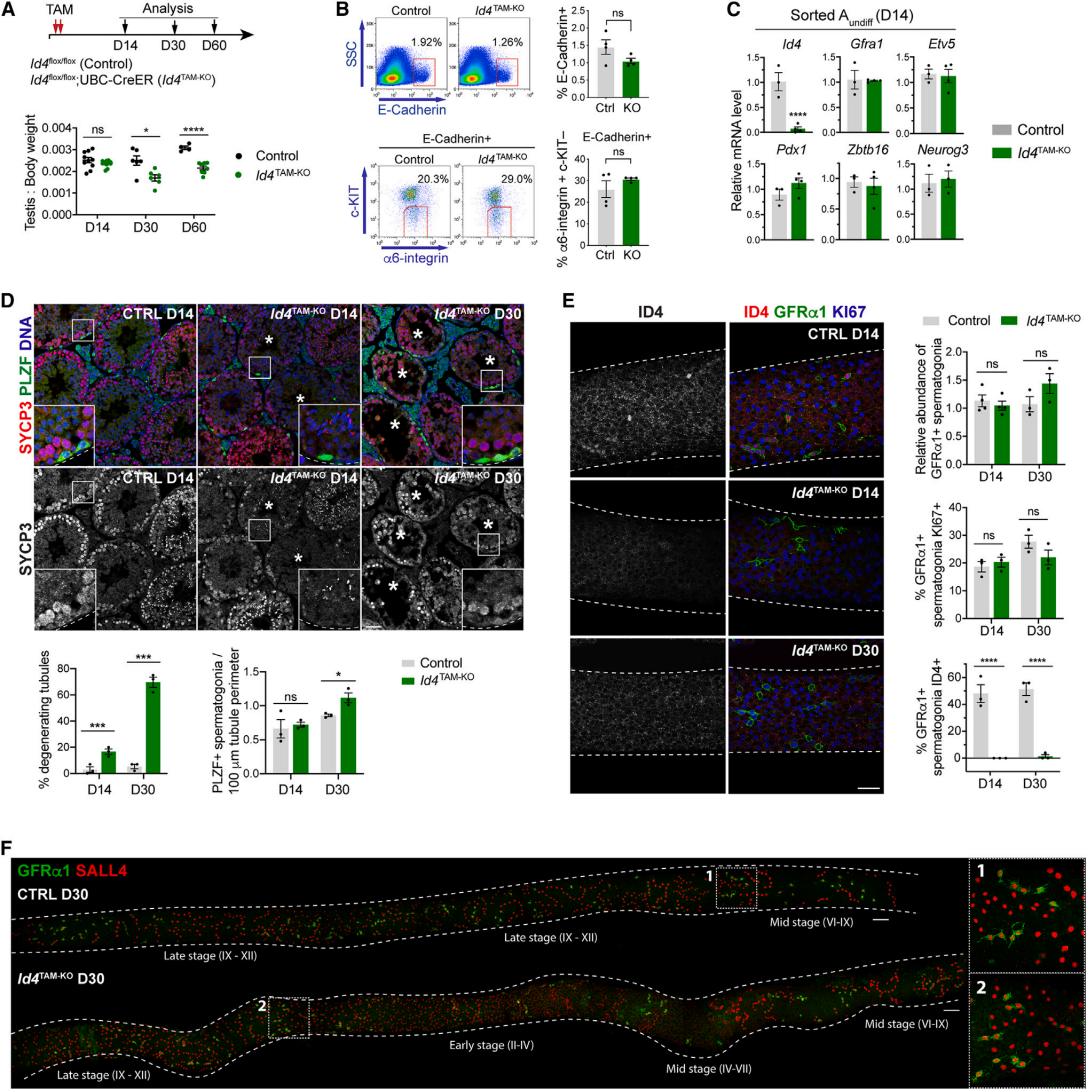
Effects of inducible *Id4* deletion on the adult male germline (A) *Id4*^flox/flox^ UBC-CreER (*Id4*^TAM-KO^) and Cre-negative littermate control mice were treated with tamoxifen (TAM) and harvested at indicated time points. Lower panel: testis-to-body-weight ratio (*n* = 4 mice per genotype). (B) Representative flow cytometry of testis cells from *Id4*^TAM-KO^ and control mice D14 post-TAM. Percentages of cells within gates are indicated. Graphs show percentage of cells E-Cadherin+ (top) and percentage of E-Cadherin+ cells α6-integrin+ c-KIT– (A_undiff_) (*n* = 4 mice per genotype). (C) RT-qPCR of sorted A_undiff_ (E-Cadherin+ α6-integrin+ c-KIT–) from *Id4*^TAM-KO^ and control mice D14 post-TAM (*n* = 3 controls, *n* = 4 *Id4*^TAM-KO^ mice). (D) Representative IF of testis sections D14 and D30 post-TAM. Asterisks: degenerating tubules. Graphs show percentage of tubules degenerating (left) and abundance of PLZF+ spermatogonia (right) (*n* = 3 mice per genotype and time point, 50 tubule cross-sections scored per animal). (E) Representative whole-mount IF of tubules at indicated time points and associated graphs from analysis of GFRα1+ spermatogonia (*n* = 3 or *n* = 4 mice per genotype and time point). (F) Representative whole-mount IF of *Id4*^TAM-KO^ and control tubules D30 post-TAM. Images taken along tubule length. Stages of seminiferous epithelium regions are indicated. Data are mean ± SEM. Insets show higher magnification details. Scale bars 50 μm (D, E), 100 μm (F). Dashed lines indicate tubule basement membrane or tubule profile. Significance by two-tailed Student’s t test (*p* > 0.05 [ns], ^∗^*p* < 0.05, ^∗∗∗^*p* < 0.001, ^∗∗∗∗^*p* < 0.0001). See also Figure S1.

While IF for germ cell marker VASA suggested a normal seminiferous epithelium in *Id4*^TAM-KO^ testis D14 post-TAM (Figure S1A), ∼15% of tubules showed depletion of SYCP3+ spermatocytes and degeneration (Figures 2D and S1A). By D30, ∼70% of *Id4*^TAM-KO^ tubules were degenerating, indicating progressive loss of spermatogenic cells (Figures 2D and S1A). The seminiferous epithelium had partially recovered by D60 although still contained depleted tubules (Figure S1B). Notably, PLZF+ spermatogonia were still present in the basal layer of *Id4*^TAM-KO^ degenerating tubules, and abundance was comparable to controls at D14 and slightly increased by D30 post-TAM (Figure 2D). IF of D30 and D60 *Id4*^TAM-KO^ testis confirmed ID4 loss in GFP+ A_undiff_ that would normally express *Id4* (Figure S1B) (Best et al., 2014).

By whole-mount IF, the abundance of GFRα1+ spermatogonia and the proportion that were KI67+ were comparable in *Id4*^TAM-KO^ and control tubules at D14 and D30 post-TAM, suggesting that SSCs tolerated *Id4* loss and remained mitotically active (Figures 2E and 2F). Loss of ID4 in GFRα1+ cells was confirmed (Figure 2E). RARγ+ progenitors and c-KIT+ differentiating spermatogonia were present as normal in D14 and D30 *Id4*^TAM-KO^ tubules (Figure S1C) and seminiferous cycle intact as judged by periodic changes in SALL4+ spermatogonial populations (Figure 2F) (Chan et al., 2017; Tegelenbosch and de Rooij, 1993). Our data indicated that *Id4* deletion resulted in spermatocyte degeneration while SSCs and spermatogonia remained intact. Interestingly, ∼80% of the GFRα1+ population in C57BL6 wild-type mice was ID4+, but only ∼50% were ID4+ in control mice on a mixed FVBN/CBA/C57BL6 background (Figures 1F and 2E), suggesting that genetic background influences *Id4* expression within the A_undiff_ pool.

### Functional redundancy of ID proteins in A_undiff_

Our analysis indicated that ID4 was dispensable for SSC function. However, *Id4* overexpression blocks SSC differentiation, supporting roles in fate regulation (Helsel et al., 2017). To dissect ID4 function in SSCs, we generated A_undiff_ cultures from *Id4*^TAM-KO^ mice and controls D14 after *Id4* ablation (La et al., 2018b). Importantly, *Id4*^TAM-KO^ cultures could be established and passaged for at least 6 months (Figures 3A, 3B, and S2A). While control colonies expressed GFRα1 and ID4, cultured A_undiff_ from *Id4*^TAM-KO^ mice were GFRα1+ but ID4 negative, confirming *Id4* deletion (Figure 3B). No difference in growth rate between control and *Id4*-deleted cultures was observed (Figure S2B). Further, ID4 loss did not affect the expression of SSC or progenitor-associated genes (*Gfra1*, *Eomes*, *Sox3*, *Neurog3*) or A_undiff_ markers (*Sall4*) (Figure S2C). Therefore, ID4 was not required for the generation or expansion of A_undiff_ cultures.

**Figure 3:**
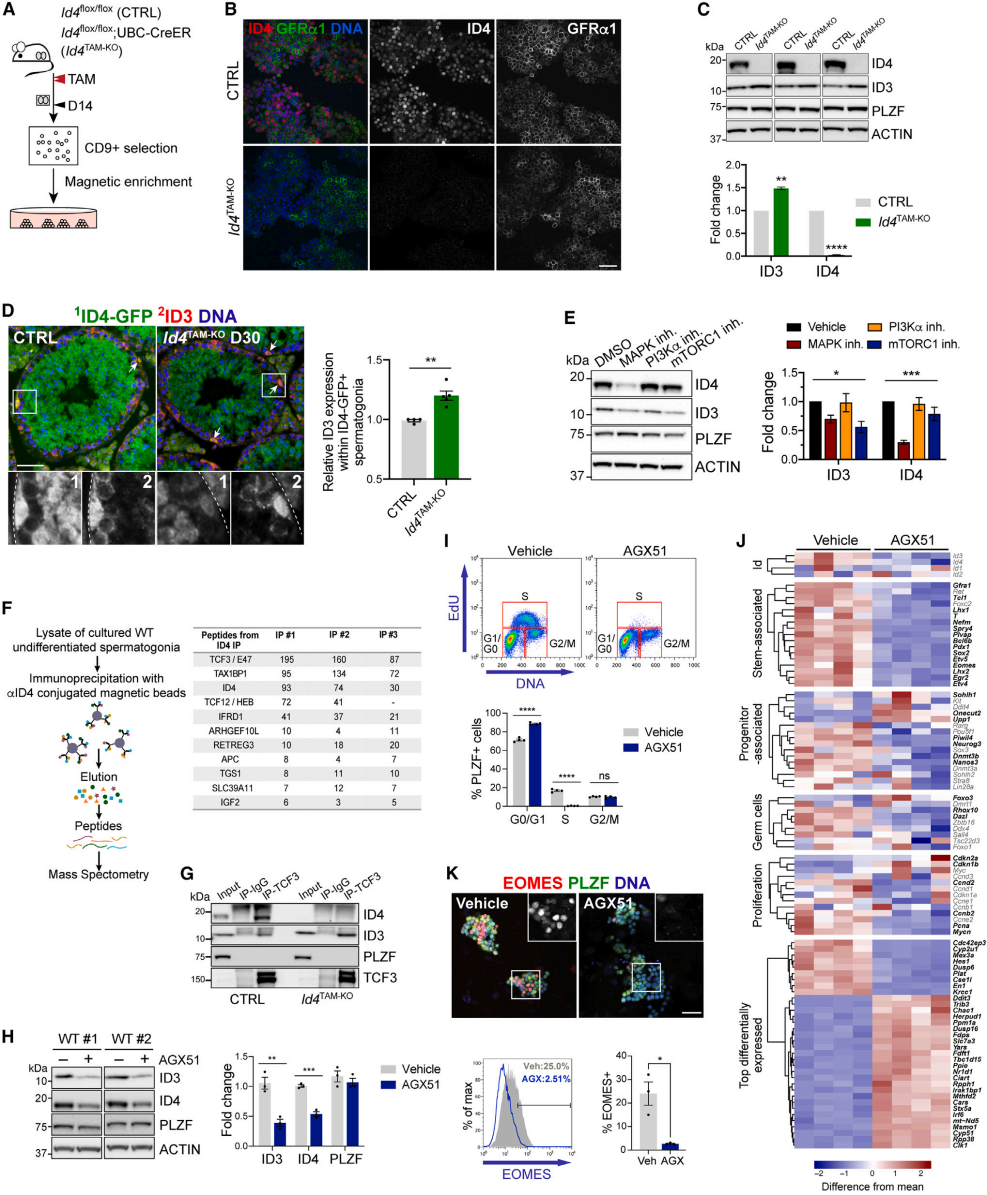
Functionally redundant roles of IDs in A_undiff_ (A) Method for generating A_undiff_ cultures from *Id4*^TAM-KO^ and control mice D14 post-TAM. (B) Representative IF of A_undiff_ cultures (passage 6) from A. (C) Western blot analysis of independently derived A_undiff_ cultures. Graph shows ID3 and ID4 band intensities normalized to actin (*n* = 3 cultures per genotype from separate mice). (D) Representative IF of testis sections from control and *Id4*^TAM-KO^ mice D30 post-TAM (*n* = 4 mice per genotype). Graph shows ID3 staining intensity in Id4-GFP+ spermatogonia from representative control and *Id4*^TAM-KO^ mice (minimum 50 tubule cross-sections scored per sample). Dashed lines indicate tubule basement membrane. Arrows: GFP+ ID3+ spermatogonia. (E) Western blot of cultured A_undiff_ treated for 20 h with inhibitors to indicated pathways. Graph shows ID3 and ID4 band intensity normalized to actin (*n* = 3 independent cultures from separate mice). Significance by one-way ANOVA. (F) Identification of ID4 interacting proteins in cultured A_undiff_ using IP and mass spectrometry. Non-specific IgG was used as control. Table includes selected interaction partners from 3 independent IPs alongside numbers of MS2 spectra. Only proteins not identified in control IPs are included. (G) Confirmation of TCF3-ID interaction in cultured control and *Id4*-deleted A_undiff_ by IP and western blotting. (H) Western blot of cultured wild-type A_undiff_ treated with AGX51 for 20 h. Graph shows band intensities normalized to actin (*n* = 3 independent cultures from separate mice). (I) Cell cycle analysis of wild-type cultured A_undiff_ treated for 24 h with AGX51 by flow cytometry. Graph shows the percentage of PLZF+ cells in different phases (*n* = 4 independent cultures from separate mice). (J) RNA-seq of cultured wild-type A_undiff_ treated as in H (*n* = 4 independent cultures from separate mice). Genes with significant changes in expression are in bold in the heatmap (FDR<0.05, fold change>1.5). (K) Representative IF of cultured wild-type A_undiff_ treated as in H. Graph shows the percentage of PLZF+ cells EOMES+ (*n* = 3 independent cultures from separate mice). Insets show higher magnification details. Scale bars 50 μm. Data are mean ± SEM. Significance by two-tailed Student’s t test (*p* > 0.05 [ns], ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001, ^∗∗∗∗^*p* < 0.0001). See also Figure S2.

Given that IDs can have redundant roles (Wang and Baker, 2015), we analyzed *Id* family expression and found that *Id4*-deleted cultures upregulated *Id3* while *Id1* and *Id2* were unaltered (Figure S2C). We confirmed significant ID3 upregulation (∼1.5-fold) by western blot (Figure 3C). To assess *Id3* expression following *Id4* deletion *in vivo*, we analyzed *Id4*^TAM-KO^ and control testis D30 post-TAM by IF. ID3 levels were increased within GFP+ A_undiff_ following *Id4* ablation (Figure 3D). However, ID3 was not readily detected in spermatocytes of controls or *Id4* knockouts (Figures 3D and S2D), suggesting that ID4 loss is compensated by ID3 in A_undiff_ but not in meiotic cells. Interestingly, ID3 and ID4 expression in wild-type cultured A_undiff_ were regulated by similar pathways including mitogen-activated protein kinase, involved in SSC self-renewal (Hasegawa et al., 2013), supporting redundant roles (Figures 3E and S2E).

ID function is defined by interacting proteins (Roschger and Cabrele, 2017). However, ID-binding partners in A_undiff_ are poorly defined. We therefore characterized ID4-interacting proteins in cultures by immunoprecipitation (IP) and mass spectrometry (Figure 3F; Table S1). As expected, class I bHLH E-proteins including TCF3 (E47) and TCF12 (HEB) were identified as ID4 interaction partners (Figure 3F) (Wang and Baker, 2015). Novel interacting proteins included autophagy receptor TAX1BP1 and transcriptional coregulator IFRD1 (Figure 3F) (Iezaki et al., 2016; Kirkin and Rogov, 2019). Gene ontology indicated ID4 associated with factors involved in cell cycle and metabolism (Figure S2F). ID4 associates with TCF3 and TCF12 in mammary epithelium to regulate development and differentiation (Holliday et al., 2021), suggesting similar roles for ID4-TCF3/TCF12 in the male germline. Given that ID3 potentially compensates for ID4 loss, we tested whether ID3 interacted with similar partners. IP of TCF3 from control cultured A_undiff_ confirmed that TCF3 bound both ID4 and ID3 (Figure 3G). Importantly, in *Id4*-deleted cells, interaction between TCF3 and ID3 was robust, consistent with ID3 upregulation and redundant roles of IDs in A_undiff_ (Figure 3G).

### ID inhibition disrupts A_undiff_ fate and function

Our data indicated that ID3 and ID4 were functionally redundant in SSCs. *Id1* and *Id2* expression were also detectable, suggesting SSC regulation by all IDs. We therefore treated wild-type A_undiff_ cultures with pan-ID inhibitor AGX51, which binds a conserved cleft in the ID HLH domain and disrupts E-protein interaction (Wojnarowicz et al., 2019, 2021). AGX51 reduced ID3 and ID4, consistent with decreased stability when prevented from binding E-proteins (Figure 3H) (Bounpheng et al., 1999; Wojnarowicz et al., 2019). ID4 reduction was confirmed by IF while GFRα1 was still detected (Figure S2G). AGX51 induced G0/G1 arrest, although it did not trigger substantial apoptosis (Figures 3I and S2H).

RNA sequencing (RNA-seq) of A_undiff_ cultures treated with AGX51 revealed a striking shift in gene expression (Figure 3J; Table S2). 

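A_undiff_ are the undifferentiated spermatogonia, which include the SSCs. They were grown from adult wild-type testes on mitotically inactivated fibroblast feeder cells with GDNF, FGF and EGF. Before treatment, feeder cells were depleted by letting them attach to plastic, and the spermatogonia were plated on a basement membrane matrix. AGX51 at 80 µM, or DMSO as vehicle, was then given for 20 h. The sample labels give this dose as 80 mM, and the study's value is used here. Each of 4 cultures, derived from separate mice, gave 1 vehicle library and 1 AGX51 library, so that 8 libraries were compared. RNA was primed at the poly(A) tail, amplified by template switching, fragmented by tagmentation and sequenced on a NextSeq2000. The authors' pipeline (RNAsik) gave raw counts per gene on GRCm38, and whether strand was used in counting is not stated in the text or supplements. The counts cover 17167 genes, with 8330176 to 9586105 counts per vehicle library and 4303318 to 8441399 per AGX51 library. Totals were lower with AGX51 in 4 of 4 cultures (exact permutation test, two-sided, p = 0.0571; the smallest p that 4 libraries against 4 allow is 0.0286). Here, filterByExpr kept 14428 genes with enough counts, TMM scaled the libraries, and edgeR's quasi-likelihood test compared AGX51 with vehicle. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5, the study's thresholds. Vehicle and AGX51 libraries of the same culture correlated at 0.113 to 0.444 after the group means were removed. Those of different cultures ranged from -0.287 to 0.0951. The test was therefore also run with culture as a block. Coordinates are those of GENCODE release M21. Markers of fibroblasts, the cell type of the feeders, were detected. Of 22 tested fibroblast markers, 11 were higher with AGX51 and none was lower (11 higher when adjusted over the list alone), among them *Sparc* at 0.83, *Fn1* at 0.79 and *Thy1* at 0.88 (log2 fold change; adjusted p = 0.0112, 0.0113 and 0.00688 from edgeR). Their mean log2 CPM was 6.23 ± 0.29 in vehicle and 6.76 ± 0.42 in AGX51 libraries (SD), higher in 4 of 4 cultures (exact permutation test, two-sided, p = 0.0571). The list's adjusted p was 0.00102 from camera, 0.517 with an estimated correlation, 0.129 from fry and 0.0122 from fry with culture as a block. Without vehicle replicate 1, 7 markers were higher, and without AGX51 replicate 4, 6 were.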

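AGX51 changed the level of many genes within 20 h, and the steepest rises were in genes of the integrated stress response. In this response, a block to translation or a shortage of amino acids raises the transcription factor ATF4 and its targets. Of 14428 tested genes, 1236 were higher and 1432 were lower with AGX51. Of these, 1214 were higher and 1403 lower in each of the 4 cultures. Of 29 tested ATF4 and stress response targets, 23 were higher and none was lower (23 higher when adjusted over the list alone), with a median log2 fold change of 1.15. The list was written with the first rows of Table S2 in view, so its direction is not independent evidence. *Atf4* itself, on chromosome 15 from 80255184 to 80257541, was at 58.5 ± 2.95 CPM in vehicle and 203 ± 17.7 CPM in AGX51 (SD, n = 4), a log2 fold change of 1.79 (standard error 0.10, adjusted p = 3.79e-07). *Ddit3*, which encodes the stress-induced factor CHOP, was at 36.2 ± 2.46 CPM in vehicle and 349.5 ± 103 CPM in AGX51 (SD, n = 4), a log2 fold change of 3.27 (standard error 0.18, adjusted p = 4.01e-07). Among the 10 steepest rises were also *Chac1*, a glutathione-degrading enzyme, at 3.69 (standard error 0.25), the stress-secreted factor *Gdf15* at 3.48 (0.28), the pseudokinase *Trib3* at 3.30 (0.18), and the amino acid transporters *Slc7a11* at 3.39 (0.29) and *Slc7a3* at 3.32 (0.22). The remaining steep rises were *Cdh18*, *Stmn4*, *Hist3h2ba* and *AC073562.1*, with log2 fold changes of 3.43, 3.41, 3.40 and 3.32. Of 20 tested cytosolic aminoacyl-tRNA synthetase genes, which ATF4 also induces in part, 6 were higher and none was lower (6 higher when adjusted over the list alone), led by *Aars* with a log2 fold change of 1.48 (standard error 0.10, adjusted p = 1.57e-06). The steepest falls included the developmental regulators *Foxa2* (-2.94), *Sox8* (-2.93), *Hoxb1* (-2.88) and *Lhx2* (-2.88) and the growth factor gene *Fgf3* (-3.12), as log2 fold changes with standard errors of 0.50, 0.42, 0.33, 0.41 and 0.43. *Ivl*, *Nxph4*, *Smkr-ps* and *AC160966.1* had log2 fold changes of -2.90, -2.90, -2.86 and -2.78. *Ccdc40* had a log2 fold change of -3.47 (standard error 0.82, adjusted p = 0.00646), but vehicle replicate 2 held 117.4 CPM against 6.80 to 16.0 in the other vehicle libraries, and without it the log2 fold change was -1.79. By limma-voom this gene was not called (-2.61, adjusted p = 0.0663), nor in the authors' comparison (adjusted p = 0.0691). Camera's adjusted p for the stress response list was 2e-40, 0.0222 with an estimated correlation and 0.11 with that and culture as a block. For the synthetases it was 9.95e-08, and 0.0611 with an estimated correlation. With library totals as the only scaling, 952 genes were higher and 1752 lower, 35.2% higher against 46.3% with TMM. *Ddit3* shares exon bases with *Mars* on the opposite strand.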

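Most tested genes that mark SSCs within A_undiff_ fell with AGX51, while most broader germ cell genes did not pass the test. Of 23 tested SSC-associated genes, 16 were lower and none was higher (16 lower when adjusted over the list alone), with a median log2 fold change of -1.13. Of 20 tested genes of the whole A_undiff_ and germ cell population, 3 were lower, 1 was higher and 16 were not called (3 and 1 when adjusted over the list alone). Over all tested genes 18.5% were called, so these counts alone do not show that germ cell genes were spared. Fig. 3J shows 11 of these 20. Fig. 3J shows 14 of the 23 SSC-associated genes and was seen before the list was written, so their direction is not independent evidence; of the other 9, 4 were lower. *Eomes*, a T-box transcription factor gene on chromosome 9 from 118478212 to 118486132, was at 9.61 ± 2.87 CPM in vehicle and 2.26 ± 0.757 CPM in AGX51 (SD, n = 4), a log2 fold change of -2.11 (standard error 0.30, adjusted p = 0.000256). *Lhx1*, a LIM homeobox gene on chromosome 11 from 84518284 to 84525535, was at 38.2 ± 15.9 CPM in vehicle and 8.79 ± 4.02 CPM in AGX51 (SD, n = 4), a log2 fold change of -2.09 (standard error 0.33, adjusted p = 0.000586). *Pdx1*, a homeobox gene on chromosome 5 from 147269959 to 147275848, had a log2 fold change of -1.66 (standard error 0.25, adjusted p = 0.00034). *Plvap*, which encodes a membrane protein of endothelial vesicles, lies on chromosome 8 from 71497765 to 71511752 and had a log2 fold change of -2.04 (standard error 0.24, adjusted p = 8.88e-05). *Spry4*, a feedback inhibitor of receptor tyrosine kinase signaling on chromosome 18 from 38586247 to 38601415, had a log2 fold change of -1.82 (standard error 0.16, adjusted p = 1.02e-05). *Gfra1*, which encodes the GDNF co-receptor, lies on chromosome 19 from 58235604 to 58455909 and was at 119.6 ± 18.5 CPM in vehicle and 73.8 ± 12.1 CPM in AGX51 (SD, n = 4), a log2 fold change of -0.70 (standard error 0.14, adjusted p = 0.00228). *Bcl6b*, a transcriptional repressor induced by GDNF, had a log2 fold change of -2.33 (standard error 0.15, adjusted p = 1.57e-06). *T*, on chromosome 17 from 8434423 to 8442496, was at 2.24 ± 1.13 CPM in vehicle and 0.386 ± 0.186 CPM in AGX51 (SD, n = 4) and had too few counts for the main test. With no count filter it had a log2 fold change of -2.45 (standard error 0.52, adjusted p = 0.00385). Chosen after their values were seen, *Ret*, the signaling partner of GFRα1, had a log2 fold change of -0.22 (standard error 0.09, adjusted p = 0.0725) and *Nanos2* a log2 fold change of -0.66 (standard error 0.45, adjusted p = 0.287).

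Among germ cell genes, *Sall4*, a zinc finger factor gene on chromosome 2 from 168748332 to 168767943, was at 37.2 ± 5.88 CPM in vehicle and 33.5 ± 2.74 CPM in AGX51 (SD, n = 4), with an adjusted p of 0.404. *Ddx4*, which encodes a germ cell RNA helicase, lies on chromosome 13 from 112598333 to 112652475 and was at 266 ± 27.1 CPM in vehicle and 235 ± 35.6 CPM in AGX51 (SD, n = 4), with an adjusted p of 0.294. *Tsc22d3*, on chromosome X from 140539528 to 140600659, was at 187 ± 4.62 CPM in vehicle and 196 ± 17.4 CPM in AGX51 (SD, n = 4), with an adjusted p of 0.594. The RNA-binding protein gene *Dazl* fell from 814.6 to 348.5 CPM, a log2 fold change of -1.22 (standard error 0.14, adjusted p = 6.99e-05). *Mael*, a piRNA pathway gene, rose, with a log2 fold change of 0.68 (standard error 0.13, adjusted p = 0.00206). The adhesion gene *Cdh1*, named after its value was seen, had a log2 fold change of -1.52 (standard error 0.33, adjusted p = 0.00367). Camera's adjusted p was 1.54e-17 for the SSC-associated list, and 0.0611 with an estimated correlation. For the germ cell list it was 0.0657, and 0.0359 with culture as a block, but 0.435 with an estimated correlation and 0.294 with both. Fry's adjusted p for the germ cell list was 0.0305, downward, and 0.0074 with culture as a block. Fibroblast markers were higher in the same libraries; with their mean as a covariate, a setting added after the data were seen, *Gfra1* had a log2 fold change of -0.36 (adjusted p = 0.0225) and fell below the fold threshold. *Eomes*, *Gfra1* and *Sall4* share exon bases with a gene on the opposite strand.

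**Figure D1:**
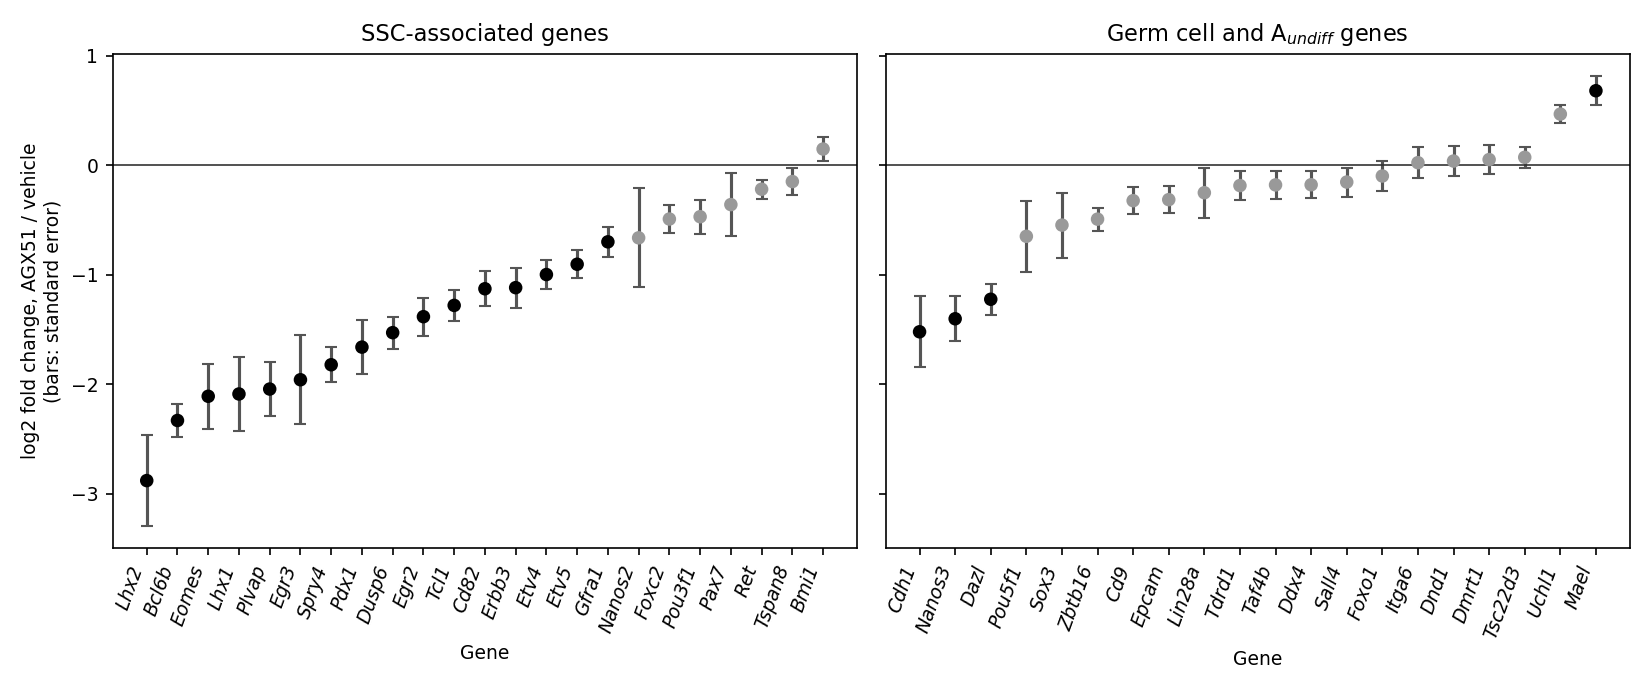
log2 fold change of AGX51 against vehicle for the 23 tested SSC-associated genes (left) and the 20 tested germ cell and A_undiff_ genes (right), with the standard error as bars. Black points were called and grey points were not; 16 genes on the left and 3 on the right are called lower.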

While many germ and A_undiff_ markers (*Sall4*, *Ddx4*/*Vasa*, and *Tsc22d3*/*Gilz*) were unaltered, SSC-associated genes were downregulated (e.g., *Eomes*, *Pdx1*, *Lhx1*, *Plvap*, *T*/*Brachyury*, *Gfra1*, and *Spry4*) (La et al., 2018b; Luo et al., 2023). EOMES+ cells were depleted from A_undiff_ cultures by AGX51 (Figure 3K). Progenitor-associated genes were variably affected, with some upregulated (e.g., *Sohlh1*, *Onecut2*, and *Upp1*) and others downregulated (e.g., *Piwil4*, *Neurog3*, and *Nanos3*), suggesting modulation of the differentiation program. 

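Progenitor-associated genes moved in both directions. Of 12 tested genes, 3 were higher, 3 were lower and 6 were not called (3 and 3 when adjusted over the list alone). All 12 are shown in Fig. 3J, which was seen before the list was written. *Onecut2*, a transcription factor gene on chromosome 18 from 64340020 to 64400987, was at 15.8 ± 1.59 CPM in vehicle and 70.8 ± 17.7 CPM in AGX51 (SD, n = 4), a log2 fold change of 2.15 (standard error 0.17, adjusted p = 5.63e-06). *Upp1*, which encodes uridine phosphorylase, lies on chromosome 11 from 9118103 to 9136170 and was at 7.75 ± 1.18 CPM in vehicle and 19.8 ± 1.86 CPM in AGX51 (SD, n = 4), a log2 fold change of 1.35 (standard error 0.16, adjusted p = 7.46e-05). *Sohlh1*, a bHLH factor gene of spermatogonial differentiation on chromosome 2 from 25842995 to 25847248, was at 23.5 ± 5.41 CPM in vehicle and 42.6 ± 12.4 CPM in AGX51 (SD, n = 4), a log2 fold change of 0.85 (standard error 0.20, adjusted p = 0.00699). In the other direction, *Neurog3*, a bHLH factor gene on chromosome 10 from 62133090 to 62134763, was at 2.02 ± 0.461 CPM in vehicle and 0.255 ± 0.194 CPM in AGX51 (SD, n = 4), a log2 fold change of -2.82 (standard error 0.48, adjusted p = 0.000873). *Nanos3*, an RNA-binding protein gene on chromosome 8 from 84173731 to 84185217, was at 60.0 ± 11.4 CPM in vehicle and 22.6 ± 8.19 CPM in AGX51 (SD, n = 4), a log2 fold change of -1.40 (standard error 0.21, adjusted p = 0.000322). *Piwil4*, a PIWI protein gene on chromosome 9 from 14696230 to 14740733, was at 14.2 ± 1.18 CPM in vehicle and 5.85 ± 0.668 CPM in AGX51 (SD, n = 4), a log2 fold change of -1.26 (standard error 0.16, adjusted p = 0.000145). Of the members that were not called, *Sox3* had a log2 fold change of -0.55 (adjusted p = 0.181), *Rarg* -0.40 (0.131), *Lin28a* -0.25 (0.432) and *Sohlh2* 0.06 (0.754). *Rarg* was called lower (-0.76, adjusted p = 0.0128) with the fibroblast marker mean as a covariate, a setting added after the data were seen. On balance the list did not move one way (fry, adjusted p = 0.901), while fry for either direction, which passes when a part of the genes move, gave an adjusted p of 3.16e-06. Of 11 tested genes of differentiating spermatogonia and meiotic entry, 2 were lower and none was higher (3 lower when adjusted over the list alone). These were the DNA methyltransferase gene *Dnmt3b*, with a log2 fold change of -0.73 (standard error 0.17, adjusted p = 0.00536), and *Dmrtb1*, with a log2 fold change of -0.75 (standard error 0.25, adjusted p = 0.04). *Kit*, the receptor that marks differentiating spermatogonia, was at 2.94 ± 0.817 CPM in vehicle and 3.41 ± 1.41 CPM in AGX51 (SD, n = 4), with an adjusted p of 0.729, and *Stra8*, a retinoic acid target of meiotic entry, had an adjusted p of 0.246. The median log2 fold change of this list was 0.16 and its mean -0.12, with no direction from fry (adjusted p = 0.584). Without vehicle replicate 1, 2 or 3 or AGX51 replicate 2, 3 or 4, 1 gene of this list was lower. At equal depth and without both libraries of culture 4, an added setting, 1 was lower. *Tex15* was called higher in that added setting (0.64), without vehicle replicate 2 (0.65) and without AGX51 replicate 4 (0.69). *Dmrtb1* was not called without vehicle replicate 1, 2, 3 or 4, without AGX51 replicate 2, 3 or 4, at equal depth and in 2 added settings, the same covariate and both libraries of culture 4 left out. With that covariate, 0 were lower and 2 were higher, *Sycp3* (log2 fold change 0.66, adjusted p = 0.00111) and *Tex15* (0.78, adjusted p = 0.00089). With culture as a block, *Rec8*, a meiotic cohesin gene, was also called lower (-0.88, adjusted p = 0.039). *Neurog3* and *Piwil4* share exon bases with a gene on the opposite strand.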

Cell cycle inhibitors (*Cdkn2a* and *Cdkn1b*) were upregulated, and genes involved in cell cycle progression (*Ccnd2*, *Ccnb2*, *Pcna*, and *Mycn*) were downregulated, consistent with the role of IDs in proliferation. 

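Some genes that hold the cell cycle rose with AGX51, and some genes of G1, DNA replication and mitosis fell. Of 6 tested cyclin-dependent kinase inhibitor genes, 2 were higher and none was lower (2 higher when adjusted over the list alone). Of 10 G1 cyclin, CDK and MYC genes, 2 were lower and none was higher (2 lower when adjusted over the list alone). Fig. 3J shows 3 of the 6 and 7 of the 10 and was seen before the lists were written. Of the 3 others on each list 0 were called, so these counts are not independent evidence. Of these others, *Cdkn2d* was called higher at equal depth (0.77, adjusted p = 0.0202) and without vehicle replicate 3 (0.65, adjusted p = 0.0421). Of 46 tested G1/S and DNA replication genes, 12 were lower and none was higher (12 lower when adjusted over the list alone), and of 35 G2/M and mitosis genes, 2 were lower and none was higher (1 lower when adjusted over the list alone). *Cdkn1b*, which encodes p27, lies on chromosome 6 from 134920401 to 134925513 and was at 8.87 ± 1.96 CPM in vehicle and 17.0 ± 2.21 CPM in AGX51 (SD, n = 4), a log2 fold change of 0.93 (standard error 0.18, adjusted p = 0.00188). *Cdkn2a*, which encodes p16INK4A and ARF, lies on chromosome 4 from 89274471 to 89294653 and was at 39.3 ± 11.3 CPM in vehicle and 99.3 ± 77.6 CPM in AGX51 (SD, n = 4), a log2 fold change of 1.35 (standard error 0.39, adjusted p = 0.0184). *Cdkn1a*, which encodes p21, had a log2 fold change of -0.03 (standard error 0.18, adjusted p = 0.917). *Ccnd2*, a D-type cyclin gene on chromosome 6 from 127125162 to 127152193, was at 1597 ± 134 CPM in vehicle and 1012 ± 178 CPM in AGX51 (SD, n = 4), a log2 fold change of -0.66 (standard error 0.14, adjusted p = 0.00303). *Mycn*, on chromosome 12 from 12936093 to 12941914, was at 18.6 ± 3.57 CPM in vehicle and 7.48 ± 1.95 CPM in AGX51 (SD, n = 4), a log2 fold change of -1.33 (standard error 0.21, adjusted p = 0.000491). *Myc* had a log2 fold change of 0.57 (adjusted p = 0.0349), under the fold threshold; it was called higher with no count filter, without vehicle replicate 4 and without AGX51 replicate 1 or 3 (0.59, 0.70, 0.67 and 0.70).

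*Pcna*, the sliding clamp of DNA polymerase, lies on chromosome 2 from 132249162 to 132253314 and was at 76.0 ± 15.4 CPM in vehicle and 39.4 ± 3.55 CPM in AGX51 (SD, n = 4), a log2 fold change of -0.95 (standard error 0.14, adjusted p = 0.000279). *Rrm2*, a subunit of ribonucleotide reductase, had a log2 fold change of -1.45 (standard error 0.17, adjusted p = 6.69e-05), and *Uhrf1*, which recruits maintenance DNA methylation, a log2 fold change of -1.02 (standard error 0.10, adjusted p = 2.14e-05). *Ccnb2*, a B-type cyclin gene on chromosome 9 from 70407692 to 70421547, was at 88.6 ± 12.3 CPM in vehicle and 57.2 ± 19.7 CPM in AGX51 (SD, n = 4), a log2 fold change of -0.63 (standard error 0.19, adjusted p = 0.0252). The kinetochore gene *Ndc80* had a log2 fold change of -0.94 (standard error 0.19, adjusted p = 0.00273). The median log2 fold change of the G2/M list was 0.05 and its mean -0.03. Camera's adjusted p for the G1/S list was 6.15e-05, and 0.517 with an estimated correlation. Fry's adjusted p was 0.0509 for the G1/S list and 0.227 for the kinase inhibitors, and 0.0234 and 0.0461 with culture as a block. With culture as a block, *Ccnd1* was also called lower (log2 fold change -0.61, adjusted p = 5.23e-05), against an adjusted p of 0.133 without it; it was also called without AGX51 replicate 4 (-0.93) and with the added settings of the fibroblast marker mean as a covariate (-1.33) and both libraries of culture 4 left out (-0.68).

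*Cdkn2a* was highest in both libraries of culture 4, which also had the highest fibroblast marker means, 6.62 in vehicle and 7.36 in AGX51 (log2 CPM). With that mean as a covariate, a setting added after the data were seen, *Cdkn2a* had a log2 fold change of 0.16 (adjusted p = 0.641), *Ccnb2* -0.24 (adjusted p = 0.307) and *Cdkn1b* 0.74 (adjusted p = 0.0161); 4 G1/S genes, 1 G2/M gene and 4 G1 cyclin, CDK and MYC genes were then lower. In the same fit 3 G2/M genes were higher, the median of that list was 0.32, and the kinase inhibitor gene *Cdkn2b* was lower (-0.68, adjusted p = 0.00106). Without AGX51 replicate 4, *Cdkn2a* was still called, at a log2 fold change of 0.65 (adjusted p = 0.0297). *Cdkn2a* missed the threshold without vehicle replicate 1, 2 or 3 (log2 fold change 1.28, 1.28 and 1.30; adjusted p = 0.0519, 0.0505 and 0.0508), *Ccnb2* without vehicle replicate 1 or 3 or AGX51 replicate 2 or 4 (log2 fold change -0.54, -0.60, -0.51 and -0.48) or both libraries of culture 4 (-0.51, an added setting) and *Ccnd2* without AGX51 replicate 1 (-0.57), while without vehicle replicate 1, 7 G1/S genes were lower.

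**Figure D2:**
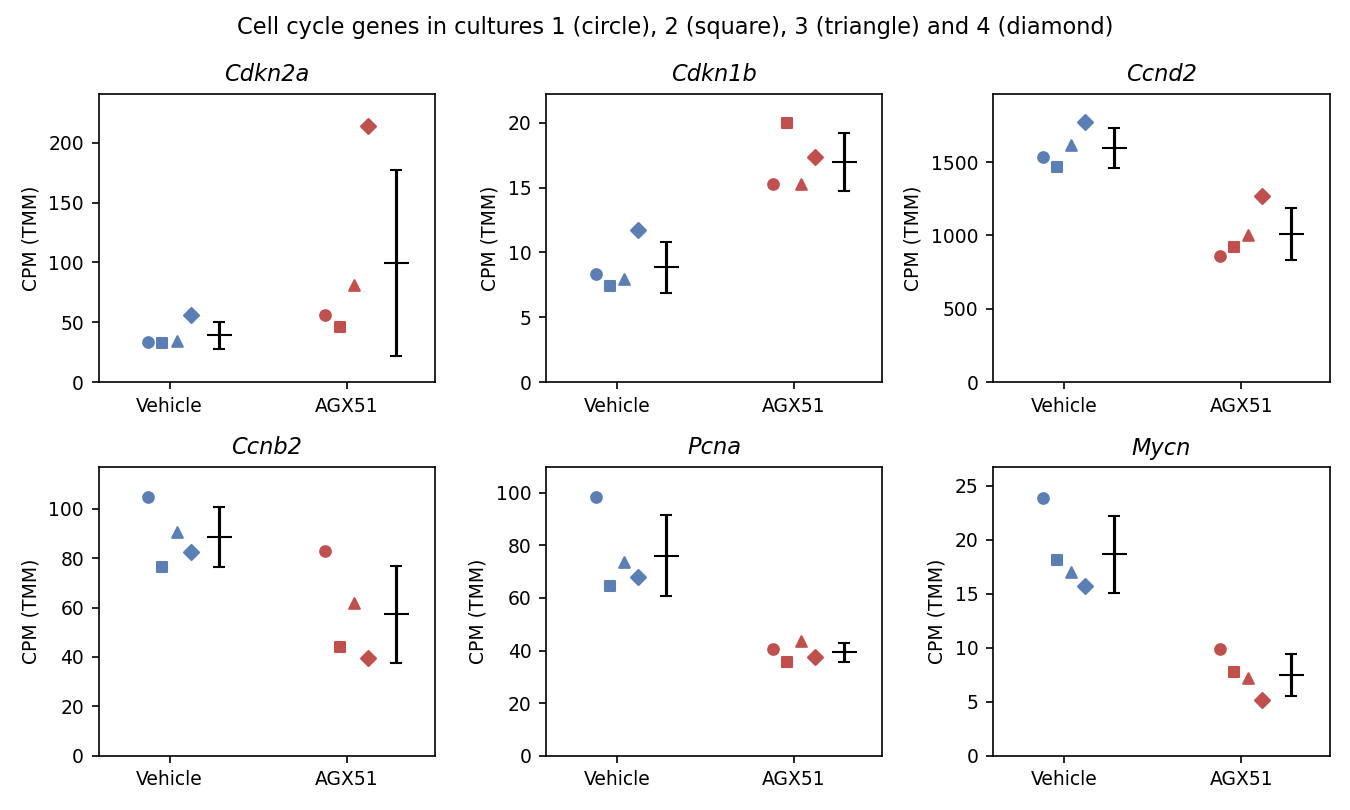
CPM, scaled by TMM, of 6 cell cycle genes in each vehicle (blue) and AGX51 (red) library, with the mean and SD of the 4 libraries beside them in black. Marker shapes stand for the 4 cultures; AGX51 in culture 4 is the highest *Cdkn2a* value, at 213.6 CPM.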

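None of the 4 *Id* genes, all shown in Fig. 3J, was called with AGX51 (0 when adjusted over the list alone). *Id4*, on chromosome 13 from 48261228 to 48266026, was at 174 ± 14.4 CPM in vehicle and 139.9 ± 15.8 CPM in AGX51 (SD, n = 4), a log2 fold change of -0.32 (standard error 0.11, adjusted p = 0.0371). *Id3*, on chromosome 4 from 136143497 to 136145755, was at 87.1 ± 7.97 CPM in vehicle and 66.5 ± 2.94 CPM in AGX51 (SD, n = 4), a log2 fold change of -0.39 (standard error 0.09, adjusted p = 0.00723). Both were lower in 4 of 4 cultures but under the fold threshold of 1.5. *Id1*, on chromosome 2 from 152736251 to 152737410, was at 33.8 ± 6.91 CPM in vehicle and 37.1 ± 6.20 CPM in AGX51 (SD, n = 4), with an adjusted p of 0.517. *Id2*, on chromosome 12 from 25093799 to 25097140, was at 4.08 ± 1.02 CPM in vehicle and 4.79 ± 1.12 CPM in AGX51 (SD, n = 4), with an adjusted p of 0.492. At an unadjusted p under 0.05 edgeR gave 2 of the 4 genes, and DESeq2 and limma-voom called 0. The E-protein genes, whose products bind the IDs, were not called either (0 of 3, also when adjusted over the list alone; 2 at an unadjusted p under 0.05, and 0 by DESeq2 and limma-voom). *Tcf3* had a log2 fold change of -0.38 (standard error 0.09, adjusted p = 0.00777), *Tcf4* a log2 fold change of -0.47 (standard error 0.13, adjusted p = 0.018) and *Tcf12* a log2 fold change of -0.06 (standard error 0.09, adjusted p = 0.624). As a list, the E-protein genes moved down by fry (adjusted p = 0.00344), but not by camera (0.196). *Tcf4* was called lower with the fibroblast marker mean as a covariate, a setting added after the data were seen (-0.72, adjusted p = 0.00112). *Id4* shares exon bases with *A330033J07Rik* and *Gm49291* on the opposite strand.

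**Figure D3:**
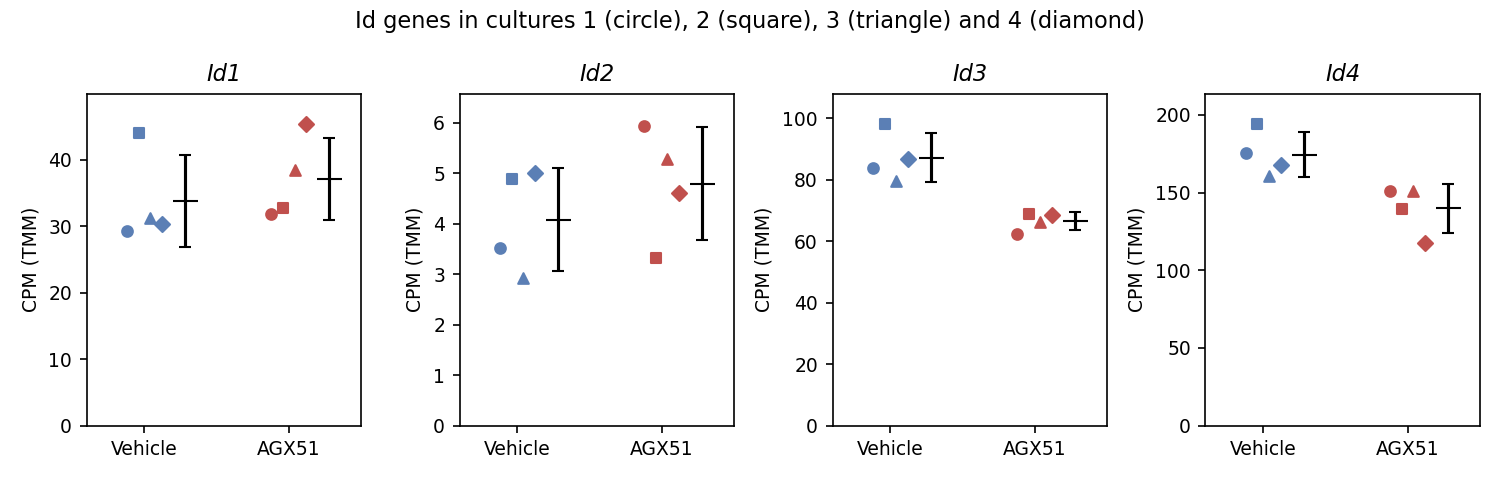
CPM, scaled by TMM, of the 4 *Id* genes in each vehicle (blue) and AGX51 (red) library, with the mean and SD of the 4 libraries in black. Marker shapes stand for the 4 cultures; *Id3* is lower with AGX51 in 4 of 4 cultures.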

Expression of *Id* members was not substantially altered. Pathway analysis indicated changes in networks associated with metabolism, DNA repair, cell cycle, and development (Figure S2I).

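Of the tested genes, 13 of 25 for cholesterol rose, 19 of 24 for embryonic patterning fell, and 7 of 14 for fatty acids, 9 of 34 for DNA repair and 11 of 29 for meiosis were called. Of 25 genes of cholesterol synthesis and uptake, 13 were higher and none was lower (14 higher when adjusted over the list alone), with a median log2 fold change of 0.79. *Cyp51*, which demethylates lanosterol, was at 104 ± 7.34 CPM in vehicle and 251 ± 22.4 CPM in AGX51 (SD, n = 4), a log2 fold change of 1.27 (standard error 0.10, adjusted p = 6.2e-06). *Fdft1*, the squalene synthase gene, had a log2 fold change of 1.18 (standard error 0.09, adjusted p = 6.2e-06), and *Fdps*, the farnesyl diphosphate synthase gene, a log2 fold change of 1.13 (standard error 0.10, adjusted p = 9.99e-06). Of 14 genes of fatty acid synthesis and desaturation, 6 were higher and 1 was lower (6 and 1 when adjusted over the list alone). The desaturase gene *Fads2* had a log2 fold change of 1.26 (standard error 0.18, adjusted p = 0.000237), and the elongase gene *Elovl6*, named after its value was seen, a log2 fold change of -0.74 (standard error 0.12, adjusted p = 0.000731). Of 18 glycolysis genes, 2 were higher (*Aldoc* at 1.04 and the glucose transporter gene *Slc2a1* at 0.92) and 1 was lower (*Hk2* at -0.61, named after its value was seen); the counts were 2 and 1 when adjusted over the list alone. Without vehicle replicate 1, 3 or 4 or AGX51 replicate 1, 2 or 3, 0 glycolysis genes were lower, nor was any with no count filter, by limma-voom or at equal depth, and without vehicle replicate 4 or AGX51 replicate 2 or 3, 4 were higher. Of 30 nuclear genes of oxidative phosphorylation, 2 were lower and none was higher (2 lower when adjusted over the list alone). These were *Ndufa1* (-0.61) and *Cox7a2* (-0.61); without vehicle replicate 1 the count was 1, and without AGX51 replicate 2 it was 0. When the fibroblast marker mean was a covariate, a setting added after the data were seen, *Slc2a1* (0.56), *Cox7a2* (-0.58) and the called desaturase gene *Fads1* (0.57) fell below the fold threshold. In that fit *Cycs* was called lower (-0.61, adjusted p = 0.000773), so 2 oxidative phosphorylation genes were still lower.

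Of 34 genes of homologous recombination and crosslink repair, 9 were lower and none was higher (9 lower when adjusted over the list alone). *Brca2* was at 42.2 ± 1.82 CPM in vehicle and 17.4 ± 3.47 CPM in AGX51 (SD, n = 4), a log2 fold change of -1.29 (standard error 0.14, adjusted p = 5.55e-05). With the fibroblast marker mean as a covariate, 4 were lower. Of 29 tested meiotic recombination and synapsis genes, 10 were lower and 1 was higher (12 and 1 when adjusted over the list alone), with *Meiob* at -1.58, *Sycp2* at -0.90 and *Mei4* at 1.55 (adjusted p = 0.00076, 0.000659 and 0.000198). Of 24 tested patterning transcription factor genes outside the Hox clusters, 19 were lower and 1 was higher (19 and 1 when adjusted over the list alone), with a median log2 fold change of -1.57. Fig. 3J shows 3 of the 24, *Eomes*, *Lhx1* and *Lhx2*, which were lower and also stand on the SSC-associated list. Of the 21 others, 17 were called. The homeobox gene *En1* was at 69.3 ± 8.62 CPM in vehicle and 13.5 ± 2.12 CPM in AGX51 (SD, n = 4), a log2 fold change of -2.35 (standard error 0.14, adjusted p = 6.51e-07), and *Dlx1* had a log2 fold change of -2.21 (standard error 0.21, adjusted p = 2.15e-05); the gene that rose was *Pax6* (1.60, named after its value was seen). With at least 10 counts required in every library, 10 patterning genes were lower and 0 higher, and at equal depth 0 were higher.

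The cholesterol, patterning and repair lists were written with Table S2 and Fig. S2I in view, so their direction is not independent evidence. Camera's adjusted p was 1.16e-16 for cholesterol, 0.00211 for fatty acids, 0.0365 for glycolysis, 0.00196 for repair, 0.00211 for meiosis and 8.8e-14 for patterning. With an estimated correlation the values were 0.0209, 0.0966, 0.435, 0.435, 0.435 and 0.0222, and with culture as a block as well, 0.11 for cholesterol and 0.11 for patterning.

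**Figure D4:**
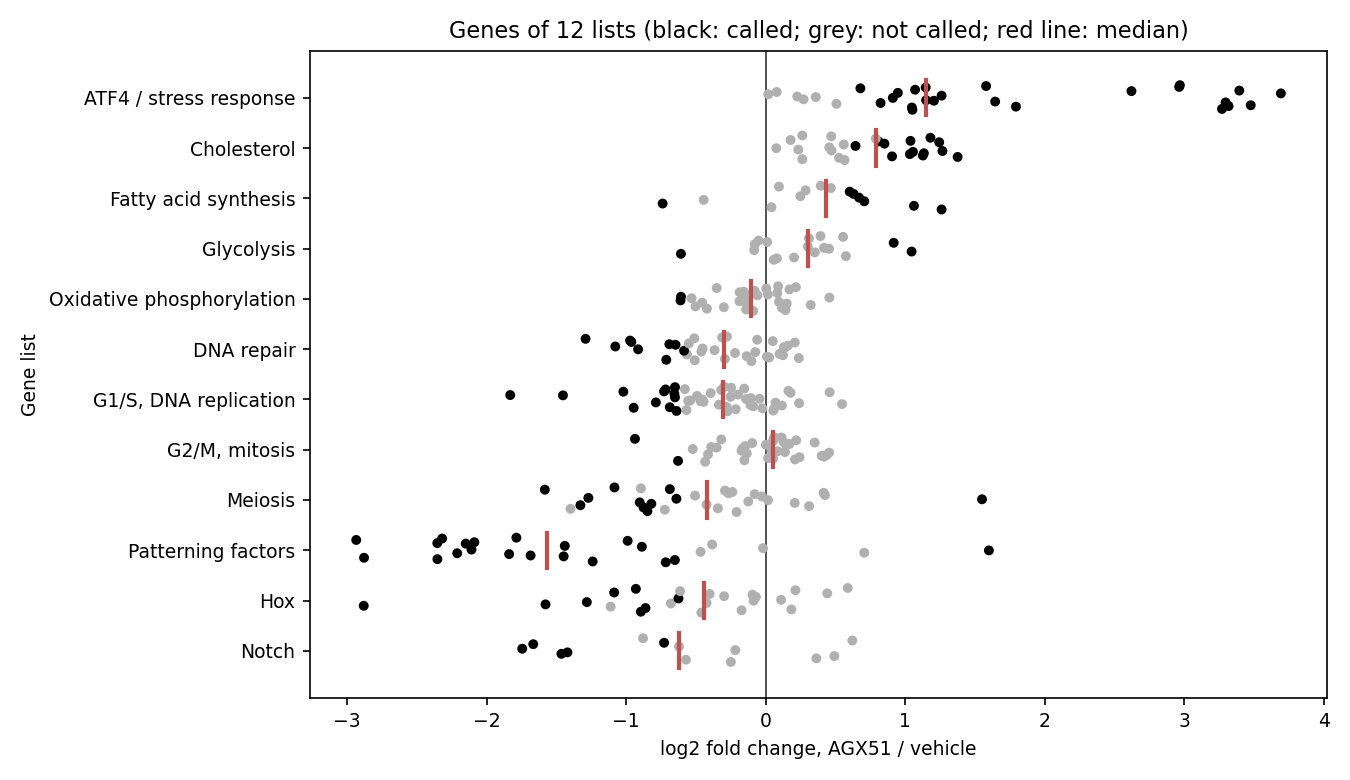
log2 fold change of AGX51 against vehicle for each tested gene of 12 lists; black points were called, grey points were not, and the red line is the median of the list. The median is -1.57 for patterning factors and 0.79 for cholesterol.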

In summary, we show that within the spermatogonial pool, *Id4* expression is restricted to A_undiff_ and overlaps with SSC marker GFRα1, consistent with the role of GFRα1 as GDNF receptor and *Id4* as a GDNF-induced gene in A_undiff_ (La and Hobbs, 2019; Oatley et al., 2006). However, despite roles of IDs in stem cell maintenance and ability of overexpressed ID4 to block SSC differentiation (Helsel et al., 2017; Lasorella et al., 2014), ID4 loss did not disrupt SSC or A_undiff_ function in adults or generation of A_undiff_ cultures. Rather, *Id4* deletion resulted in spermatocyte degeneration, consistent with roles during spermatogenesis and expression at meiotic stages (Hermann et al., 2018). ID3 was upregulated following *Id4* deletion in A_undiff_, indicating redundant roles in SSCs, supported by the interaction of both ID3 and ID4 with key partner TCF3. Previous analysis of conventional knockout mice indicated roles for *Id4* in SSC maintenance although germline degeneration was most apparent in aged (7–8 months) cohorts (Oatley et al., 2011), suggesting that ID4 loss is reasonably tolerated by SSCs due to compensation by other IDs. 

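Some of the SSC-associated genes that fell in AGX51-treated cultures are also targets of growth factor signaling. Of 21 tested targets of the receptor tyrosine kinase, RAS and ERK pathway, 7 were lower, none was higher and 14 were not called (7 lower when adjusted over the list alone). Of these 7, 6 also stand on the SSC-associated list, and the other is *Egr1* (-0.70, named after its value was seen). *Dusp6*, a phosphatase that limits ERK activity, was at 217 ± 36.7 CPM in vehicle and 75.2 ± 13.7 CPM in AGX51 (SD, n = 4), a log2 fold change of -1.53 (standard error 0.14, adjusted p = 1.8e-05). The ETS factor gene *Etv4* was at 55.4 ± 8.51 CPM in vehicle and 27.8 ± 2.71 CPM in AGX51 (SD, n = 4), with an adjusted p of 0.00015, and the zinc finger gene *Egr2* had a log2 fold change of -1.38 (standard error 0.17, adjusted p = 0.000123). Camera's adjusted p for this list was 0.000594, and 0.0858 with an estimated correlation. None of 30 ribosomal protein genes was called by edgeR (5 at an unadjusted p under 0.05), nor was any of 12 housekeeping genes (6 at an unadjusted p under 0.05), and both counts were 0 when adjusted over the list alone and by DESeq2 and limma-voom. The ribosomal list had an adjusted p from camera of 0.0412, upward, 0.748 with an estimated correlation and 0.0771 with culture as a block. *Hprt* was at 232 ± 14.7 CPM in vehicle and 238 ± 31.5 CPM in AGX51 (SD, n = 4), with an adjusted p of 0.825. With culture as a block, the housekeeping gene *B2m* was called higher (log2 fold change 0.62, adjusted p = 9.85e-05), and so it was without vehicle replicate 4 or AGX51 replicate 1 or 2. The added fit with the fibroblast marker mean as a covariate gave *B2m* a log2 fold change of -0.006 (adjusted p = 0.985). Of 20 pro-apoptotic genes, 3 were higher and 1 was lower (3 and 1 when adjusted over the list alone). Over all tested genes 18.5% were called. The pro-apoptotic list moved up by fry (adjusted p = 0.0415, and 0.0433 with culture as a block) but not by camera (0.334), with a median log2 fold change of 0.22. The paper reports no substantial apoptosis under AGX51, citing flow cytometry and immunofluorescence and not RNA. *Bbc3*, which encodes PUMA, had a log2 fold change of 1.15 (standard error 0.21, adjusted p = 0.00124) and *Hrk* a log2 fold change of 1.75 (standard error 0.34, adjusted p = 0.00193); the gene that fell was *Bik* (-0.71, named after its value was seen), which was not called without AGX51 replicate 4. With total scaling, with at least 10 counts required in every library and with the added fibroblast covariate, 2 pro-apoptotic genes were lower. The paper bases the redundancy of IDs first on SSCs that tolerated *Id4* deletion in adults and on cultures that grew without ID4. It adds the rise of ID3 after *Id4* deletion, the control of ID3 and ID4 by similar pathways and the binding of TCF3 by both. Under AGX51 it reports less ID3 and ID4 protein, fewer EOMES+ cells, the loss of SSC-associated transcripts and a cell-cycle arrest. It reads the loss of these transcripts and the arrest as a need for IDs in SSC function.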

The pan-ID inhibitor AGX51 overcomes this redundancy and abolished the SSC gene expression signature of cultured A_undiff_ and induced cell-cycle arrest, validating essential roles for IDs in the maintenance of SSC function.

## Experimental procedures

### Mouse models

*Id4*^IRES-GFP^ mice have been described previously (Best et al., 2014). See supplemental experimental procedures for details on experimental lines and treatments. Studies were approved by Monash University and Medical Center Animal Ethics Committees.

### IF

IF analysis was performed as described (La et al., 2018a, 2022). See supplemental experimental procedures.

### Flow cytometry

Methods have been previously described (La et al., 2018a, 2022). See supplemental experimental procedures.

### Cell culture

A_undiff_ cultures were generated and treated as described (La et al., 2018b). See supplemental experimental procedures.

### IP and western blotting

Methods have been described (La et al., 2018a). See supplemental experimental procedures.

### Mass spectrometry

ID4 complexes were immunoprecipitated using rabbit anti-ID4 antibody (clone 82-12, CalBioreagents) (Chan et al., 2017; La et al., 2018a). See supplemental experimental procedures.

### RT-qPCR

RNA was extracted using TRIzol LS (Thermo Fisher Scientific) and Direct-zol Kits (Zymo Research). cDNA was synthesized using a Tetro cDNA synthesis kit (Bioline) and analyzed on Mic qPCR Cyclers (Bio Molecular Systems) using Takara Green Premix Ex Taq II (Clontech). Primers are previously described (La et al., 2018b) or from the Harvard Primer Bank (https://pga.mgh.harvard.edu/primerbank/).

### RNA-seq

RNA-seq was performed using a multiplex method (Grubman et al., 2021) and analyzed as described (Legrand et al., 2019). See supplemental experimental procedures.

### Statistics

Statistical significance was assessed using two-tailed unpaired t tests or one-way ANOVA and GraphPad Prism. *p* values are indicated as follows: ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001; ^∗∗∗∗^*p* < 0.0001; not significant *p* > 0.05. No statistical method was used to predetermine sample sizes and no specific randomization or blinding methods were used.

## Resource availability

### Lead contact

Further information and requests for reagents should be directed to and will be fulfilled by the lead contact, Robin Hobbs ().

### Materials availability

Materials can be made available by the corresponding author upon request.

### Data and code availability

RNA-seq data are deposited in the Gene Expression Omnibus (GEO) database with accession GEO: GSE254768. Mass spectrometry data have been deposited to the ProteomeXchange Consortium via the PRIDE repository with identifier PRIDE: PXD049346.

## Acknowledgments

We acknowledge Monash Animal Research, FlowCore, Histology, Micro Imaging, Proteomics, Bioinformatics, and MHTP Genomics Platforms. We thank Alex Swarbrick for *Id4*^IRES-GFP^ mice, Trevor Wilson for RNA-seq analysis, James Bourne for marmoset samples, and Antonella Papa and Julien Legrand for advice. This study used Bioplatforms Australia/NCRIS-enabled infrastructure at the Monash Proteomics and Metabolomics Platform. The 10.13039/501100009708Novo Nordisk Foundation Center for Stem Cell Medicine is supported by 10.13039/501100004191Novo Nordisk grant NNF21CC0073729. This work was supported by 10.13039/501100000925NHMRC Project Grant APP1164019 and 10.13039/501100000923ARC Discovery Grant DP220103555 to R.M.H. H.M.L. was supported by an 10.13039/100015539Australian Government Research Training Program Scholarship.

## Author contributions

Conceptualization, H.M.L. and R.M.H.; methodology, H.M.L., A.-L.C., A.M.H., F.J.R., R.B.S., and R.M.H.; formal analysis, H.M.L., A.-L.C., A.M.H., B.Y.M.S., R.B.S., and R.M.H.; investigation, H.M.L., A.-L.C., A.M.H., B.Y.M.S., and R.M.H.; writing – original draft, H.M.L. and R.M.H.; writing – review and editing, H.M.L., A.-L.C., R.B.S., and R.M.H.; visualization, H.M.L., A.-L.C., A.M.H., B.Y.M.S., and R.M.H.; supervision, A.-L.C., A.M.H., F.J.R., and R.M.H.; project administration, R.M.H.; funding acquisition, R.M.H.

## Declaration of interests

F.J.R. receives institutional support as a co-investigator and is subcontracted by Peter MacCallum Cancer Centre for an investigator-initiated trial, which receives funding from Sanofi/Regeneron Pharmaceuticals.

## Supplemental information

Document S1. Figures S1 and S2 and supplemental experimental procedures

Table S1. Identification of ID4-interacting proteins in cultured A_undiff_, related to Figure 3 Proteins interacting with ID4 in independent cultures of wildtype Aundiff were identified by ID4 IP and high-resolution mass spectrometry analysis as in Figure 3F. The table includes interaction partners identified in at least 2 out of 3 IPs versus non-specific IgG controls. Numbers of MS2 spectra are indicated. Proteins detected in respective IgG control IPs were excluded (-).

Table S2. Analysis of gene expression in cultured A_undiff_ following ID inhibition, related to Figure 3 Cultured Aundiff were treated with vehicle or pan-ID inhibitor AGX51 for 20h and then analysed by RNA-Seq (n=4 independent cultures from separate mice). Table shows differentially expressed genes (FDR <0.05 and fold change >1.5).

Document S2. Article plus supplemental information

## References

[bib1] Best S.A., Hutt K.J., Fu N.Y., Vaillant F., Liew S.H., Hartley L., Scott C.L., Lindeman G.J., Visvader J.E. (2014). Dual roles for Id4 in the regulation of estrogen signaling in the mammary gland and ovary. Development.

[bib2] Bounpheng M.A., Dimas J.J., Dodds S.G., Christy B.A. (1999). Degradation of Id proteins by the ubiquitin-proteasome pathway. FASEB J..

[bib3] Chan A.L., La H.M., Legrand J.M.D., Mäkelä J.A., Eichenlaub M., De Seram M., Ramialison M., Hobbs R.M. (2017). Germline Stem Cell Activity Is Sustained by SALL4-Dependent Silencing of Distinct Tumor Suppressor Genes. Stem Cell Rep..

[bib4] Chan F., Oatley M.J., Kaucher A.V., Yang Q.E., Bieberich C.J., Shashikant C.S., Oatley J.M. (2014). Functional and molecular features of the Id4+ germline stem cell population in mouse testes. Genes Dev..

[bib5] Grubman A., Choo X.Y., Chew G., Ouyang J.F., Sun G., Croft N.P., Rossello F.J., Simmons R., Buckberry S., Landin D.V. (2021). Transcriptional signature in microglia associated with Abeta plaque phagocytosis. Nat. Commun..

[bib6] Hara K., Nakagawa T., Enomoto H., Suzuki M., Yamamoto M., Simons B.D., Yoshida S. (2014). Mouse spermatogenic stem cells continually interconvert between equipotent singly isolated and syncytial states. Cell Stem Cell.

[bib7] Hasegawa K., Namekawa S.H., Saga Y. (2013). MEK/ERK signaling directly and indirectly contributes to the cyclical self-renewal of spermatogonial stem cells. Stem Cell..

[bib8] Helsel A.R., Yang Q.E., Oatley M.J., Lord T., Sablitzky F., Oatley J.M. (2017). ID4 levels dictate the stem cell state in mouse spermatogonia. Development.

[bib9] Hermann B.P., Cheng K., Singh A., Roa-De La Cruz L., Mutoji K.N., Chen I.C., Gildersleeve H., Lehle J.D., Mayo M., Westernströer B. (2018). The Mammalian Spermatogenesis Single-Cell Transcriptome, from Spermatogonial Stem Cells to Spermatids. Cell Rep..

[bib10] Holliday H., Roden D., Junankar S., Wu S.Z., Baker L.A., Krisp C., Chan C.L., McFarland A., Skhinas J.N., Cox T.R. (2021). Inhibitor of Differentiation 4 (ID4) represses mammary myoepithelial differentiation via inhibition of HEB. iScience.

[bib11] Iezaki T., Fukasawa K., Park G., Horie T., Kanayama T., Ozaki K., Onishi Y., Takahata Y., Nakamura Y., Takarada T. (2016). Transcriptional Modulator Ifrd1 Regulates Osteoclast Differentiation through Enhancing the NF-kappaB/NFATc1 Pathway. Mol. Cell Biol..

[bib12] Kirkin V., Rogov V.V. (2019). A Diversity of Selective Autophagy Receptors Determines the Specificity of the Autophagy Pathway. Mol. Cell.

[bib13] Kitadate Y., Jorg D.J., Tokue M., Maruyama A., Ichikawa R., Tsuchiya S., Segi-Nishida E., Nakagawa T., Uchida A., Kimura-Yoshida C. (2019). Competition for Mitogens Regulates Spermatogenic Stem Cell Homeostasis in an Open Niche. Cell Stem Cell.

[bib14] La H.M., Chan A.L., Legrand J.M.D., Rossello F.J., Gangemi C.G., Papa A., Cheng Q., Morand E.F., Hobbs R.M. (2018). GILZ-dependent modulation of mTORC1 regulates spermatogonial maintenance. Development.

[bib15] La H.M., Hobbs R.M. (2019). Mechanisms regulating mammalian spermatogenesis and fertility recovery following germ cell depletion. Cell. Mol. Life Sci..

[bib16] La H.M., Liao J., Legrand J.M.D., Rossello F.J., Chan A.L., Vaghjiani V., Cain J.E., Papa A., Lee T.L., Hobbs R.M. (2022). Distinctive molecular features of regenerative stem cells in the damaged male germline. Nat. Commun..

[bib17] La H.M., Mäkelä J.A., Chan A.L., Rossello F.J., Nefzger C.M., Legrand J.M.D., De Seram M., Polo J.M., Hobbs R.M. (2018). Identification of dynamic undifferentiated cell states within the male germline. Nat. Commun..

[bib18] Lasorella A., Benezra R., Iavarone A. (2014). The ID proteins: master regulators of cancer stem cells and tumour aggressiveness. Nat. Rev. Cancer.

[bib19] Legrand J.M.D., Chan A.L., La H.M., Rossello F.J., Änkö M.L., Fuller-Pace F.V., Hobbs R.M. (2019). DDX5 plays essential transcriptional and post-transcriptional roles in the maintenance and function of spermatogonia. Nat. Commun..

[bib20] Luo Y., Yamada M., N'Tumba-Byn T., Asif H., Gao M., Hu Y., Marangoni P., Liu Y., Evans T., Rafii S. (2023). SPRY4-dependent ERK negative feedback demarcates functional adult stem cells in the male mouse germline. Biol. Reprod..

[bib21] Lyden D., Young A.Z., Zagzag D., Yan W., Gerald W., O'Reilly R., Bader B.L., Hynes R.O., Zhuang Y., Manova K., Benezra R. (1999). Id1 and Id3 are required for neurogenesis, angiogenesis and vascularization of tumour xenografts. Nature.

[bib22] Nakagawa T., Jörg D.J., Watanabe H., Mizuno S., Han S., Ikeda T., Omatsu Y., Nishimura K., Fujita M., Takahashi S. (2021). A multistate stem cell dynamics maintains homeostasis in mouse spermatogenesis. Cell Rep..

[bib23] Nakagawa T., Sharma M., Nabeshima Y.I., Braun R.E., Yoshida S. (2010). Functional hierarchy and reversibility within the murine spermatogenic stem cell compartment. Science.

[bib24] Oatley J.M., Avarbock M.R., Telaranta A.I., Fearon D.T., Brinster R.L. (2006). Identifying genes important for spermatogonial stem cell self-renewal and survival. Proc. Natl. Acad. Sci. USA.

[bib25] Oatley M.J., Kaucher A.V., Racicot K.E., Oatley J.M. (2011). Inhibitor of DNA binding 4 is expressed selectively by single spermatogonia in the male germline and regulates the self-renewal of spermatogonial stem cells in mice. Biol. Reprod..

[bib26] Roschger C., Cabrele C. (2017). The Id-protein family in developmental and cancer-associated pathways. Cell Commun. Signal..

[bib27] Sharma M., Srivastava A., Fairfield H.E., Bergstrom D., Flynn W.F., Braun R.E. (2019). Identification of EOMES-expressing spermatogonial stem cells and their regulation by PLZF. Elife.

[bib28] Tegelenbosch R.A., de Rooij D.G. (1993). A quantitative study of spermatogonial multiplication and stem cell renewal in the C3H/101 F1 hybrid mouse. Mutat. Res..

[bib29] Wang L.H., Baker N.E. (2015). E Proteins and ID Proteins: Helix-Loop-Helix Partners in Development and Disease. Dev. Cell.

[bib30] Wojnarowicz P.M., Escolano M.G., Huang Y.H., Desai B., Chin Y., Shah R., Xu S., Yadav S., Yaklichkin S., Ouerfelli O. (2021). Anti-tumor effects of an ID antagonist with no observed acquired resistance. NPJ Breast Cancer.

[bib31] Wojnarowicz P.M., Lima E.S.R., Ohnaka M., Lee S.B., Chin Y., Kulukian A., Chang S.H., Desai B., Garcia Escolano M., Shah R. (2019). A Small-Molecule Pan-Id Antagonist Inhibits Pathologic Ocular Neovascularization. Cell Rep..

[bib32] Yoshida S. (2019). Heterogeneous, dynamic, and stochastic nature of mammalian spermatogenic stem cells. Curr. Top. Dev. Biol..

# Supplementary material for: Functionally redundant roles of ID family proteins in spermatogonial stem cells
**Source:** Stem Cell Reports. 2024 Sep 26;19(10):1379–88. doi: 10.1016/j.stemcr.2024.08.011
**Supplement:** Document S1. Figures S1 and S2 and supplemental experimental procedures

Stem Cell Reports, Volume 19

Supplemental Information

Functionally redundant roles of ID family proteins in spermatogonial stem cells

Hue M. La, Ai-Leen Chan, Ashlee M. Hutchinson, Bianka Y.M. Su, Fernando J. Rossello, Ralf B. Schittenhelm, and Robin M. Hobbs

SUPPLEMENTAL INFORMATION

Functionally Redundant Roles of ID Family Proteins in Spermatogonial Stem Cells

**Hue M. La, Ai-Leen Chan, Ashlee M. Hutchinson, Bianka Y.M. Su, Fernando
J. Rossello, Ralf B. Schittenhelm and Robin M. Hobbs**

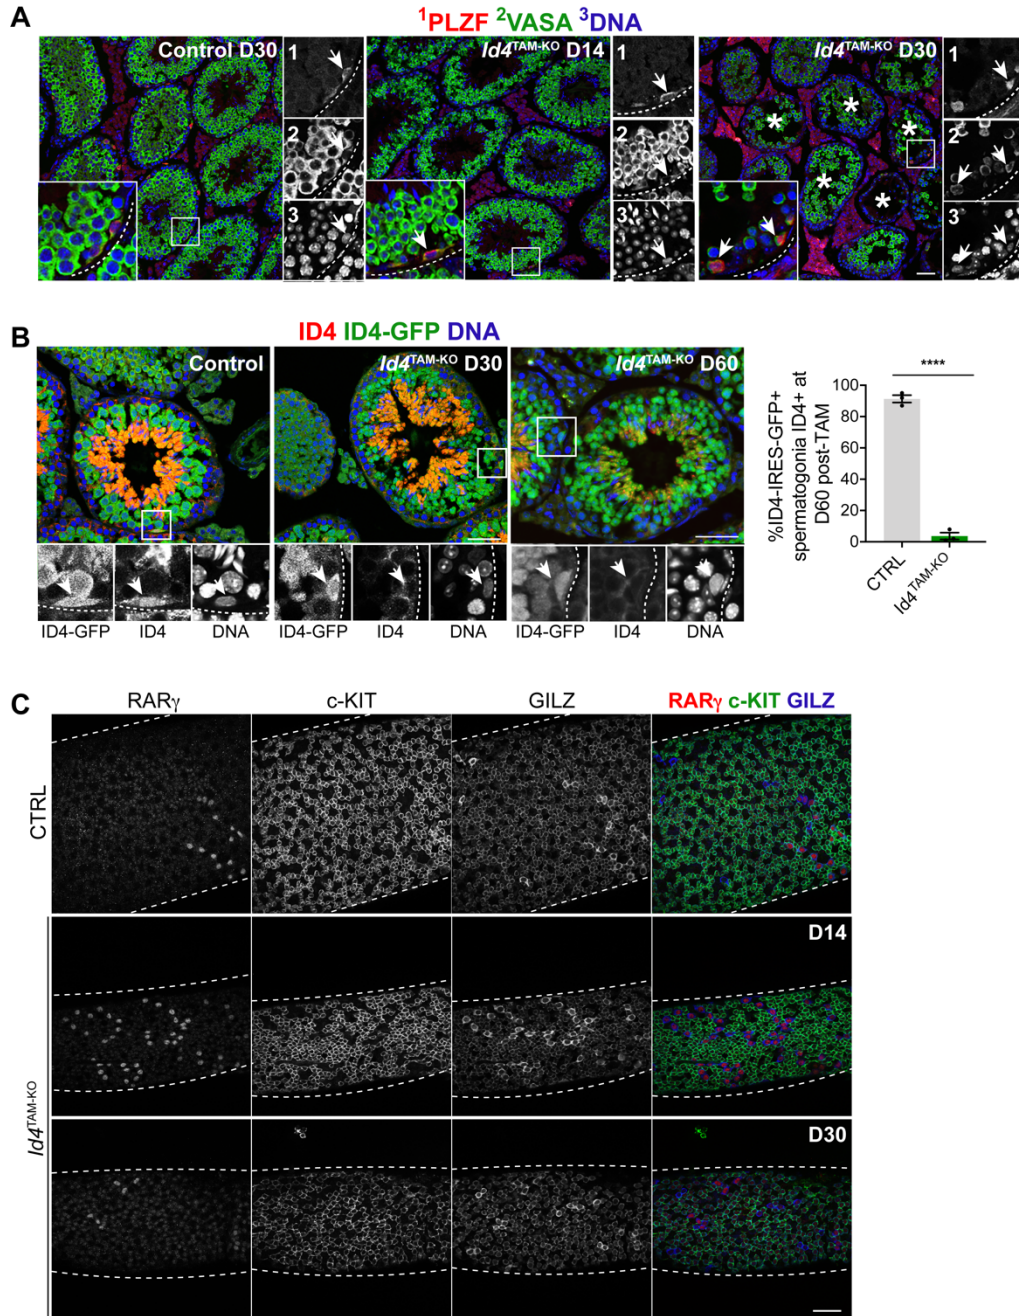

Figure S1. Effects of *Id4* deletion on the adult male germline, related to Figure 2

(A, B) Representative IF of testis sections from *Id4*^{flx/flx} UBC-CreER (*Id4*^{TAM-KO}) and Cre-negative control mice treated with TAM and harvested at the indicated time points. Arrows indicate PLZF+ (A) and Id4-GFP+ (B) spermatogonia. Insets show higher magnification details of indicated areas. Asterisks: degenerating tubules. Graph in B shows percentage of GFP+ spermatogonia that are ID4+ D60 post-TAM as an indicator of *Id4* deletion. Data are mean $\pm$ SEM ($n=3$ mice per genotype).

(C) Representative wholemount IF of seminiferous tubules from *Id4*^{TAM-KO} and control adult mice post-TAM.

Scale bars, 50 μ m. Dashed lines indicate tubule basement membrane or tubule profile. Significance by two-tailed Student's t-test (**** $P<0.0001$).

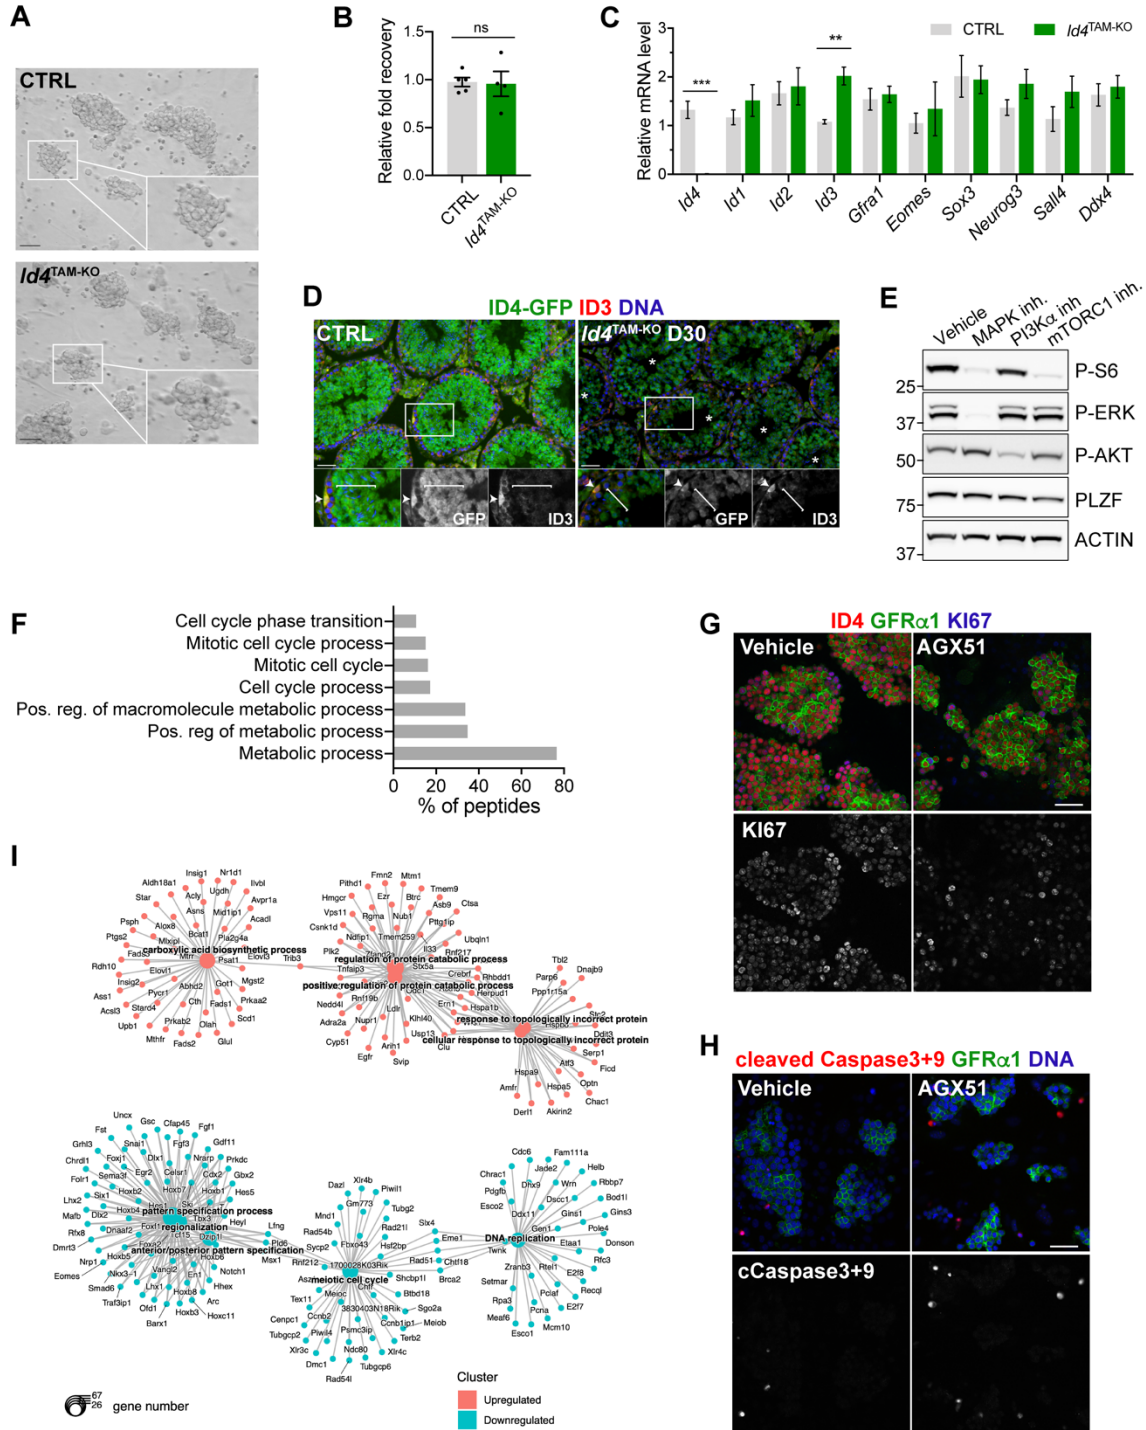

Figure S2. Disruption of *Id* family function in *Aundiff*, related to Figure 3

(A) Phase-contrast light microscope images of *Aundiff* cultures generated from *Id4*^{TAM-KO} and control mice D14 after TAM. Insets show higher magnification details of colonies.

(B) Cultures of *Aundiff* from A were plated on 12-well plates (0.25×10^6 cells/well) and expanded for 2 weeks prior to harvest and counting. Graph indicates relative fold cell recovery ($n=5$ control and $n=4$ *Id4*^{TAM-KO} independent cultures from separate mice).

(C) RT-qPCR analysis of *Aundiff* cultures from A. Expression levels are corrected to b-actin and normalized to control sample. Significant changes in expression are indicated.

(D) Representative IF of testis sections from control and *Id4*^{TAM-KO} mice D30 post-TAM (n=4 mice per genotype). Insets show higher magnification details. Asterisks indicate tubules with spermatocyte depletion. Brackets in insets indicate spermatocyte and spermatid populations. Arrows: GFP+ ID3+ spermatogonia. Note that GFP expression from the *Id4*^{IRES-GFP} reporter is maintained following deletion of floxed *Id4* exons although levels are reduced compared to the unrecombined knock-in allele.

(E) Representative western blot of cultured wildtype A_{undiff} treated for 3h with inhibitors to the indicated signalling pathways (n=3 independent cultures from separate mice).

(F) Gene ontology analysis of ID4 interacting proteins identified from IP and mass spectrometry analysis of Fig. 3F.

(G, H) Representative IF analysis of wildtype A_{undiff} cultures treated with vehicle or pan-ID inhibitor AGX51 for 20h. Grayscale images of indicated channels are shown.

(I) Pathway analysis of differentially expressed genes identified from RNA-seq of wildtype A_{undiff} cultures treated with vehicle or AGX51 as in Fig. 3J.

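Some genes of the endoplasmic reticulum (ER) and its stress response rose with AGX51. Of 26 ER chaperone and unfolded protein response genes, 5 were higher and none was lower (5 higher when adjusted over the list alone). Over all tested genes 18.5% were called, so this count alone does not set the list apart. *Herpud1*, a gene of ER-associated degradation, was at 14.4 ± 3.00 CPM in vehicle and 53.2 ± 6.72 CPM in AGX51 (SD, n = 4), a log2 fold change of 1.89 (standard error 0.16, adjusted p = 6.82e-06). *Hspa5*, which encodes the chaperone BiP, had a log2 fold change of 0.74 (standard error 0.11, adjusted p = 0.000304), and *Ern1*, which encodes the stress sensor IRE1, a log2 fold change of 1.06 (standard error 0.14, adjusted p = 0.000198). *Derl1* (0.59) and, named after its value was seen, *Hsp90b1* (0.69) were the others. *Derl1* was not called in 8 of 23 settings: with upper quartile or total scaling, with at least 10 counts required in every library, without vehicle replicate 1, without AGX51 replicate 3 or 4, and in 2 settings added after the data were seen, the fibroblast marker mean as a covariate and both libraries of culture 4 left out. Of 15 cytosolic heat shock genes, 2 were higher and none was lower (2 higher when adjusted over the list alone): *Hspa1b* with a log2 fold change of 0.89 (standard error 0.25, adjusted p = 0.0165) and *Hspa1a*, named after its value was seen, with a log2 fold change of 0.99 (standard error 0.31, adjusted p = 0.0283). The heat shock count was 0 without vehicle replicate 1 and 1 without AGX51 replicate 1 or 2, with total scaling and with the added setting without both libraries of culture 4. Camera's adjusted p was 0.00011 for the ER list, 0.0966 with an estimated correlation, and 0.177 for the heat shock list. Over 648 Reactome pathways of 15 to 300 tested genes, camera gave 10 pathways up and 0 down at an adjusted p under 0.05 (culture as a block: 12 up and 4 down). They were led by cholesterol biosynthesis (10 of 22 genes higher, adjusted p = 6.82e-12), amino acid transport across the plasma membrane (8 of 21 higher, 2.72e-05), the circadian clock (7 of 25 higher, 0.000565) and amino acid synthesis (8 of 16 higher, 0.00093). With culture as a block, meiotic recombination was among those down (5 of 25 genes lower, adjusted p = 0.0322, against 0.0634 without the block). With an estimated correlation, 0 pathways held, and cholesterol biosynthesis had an adjusted p = 0.222.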

Mean values ± SEM are shown in B and C. Scale bars, 50µm. Significance by two-tailed Student's t-test (*P*>0.05 (ns), **P<0.01, ***P<0.001).

Table S1. Identification of ID4 interacting proteins in cultured A_{undiff}, related to Figure 3 (Excel file).

Proteins interacting with ID4 in independent cultures of wildtype A_{undiff} were identified by ID4 IP and high-resolution mass spectrometry analysis as in Figure 3F. The table includes interaction partners identified in at least 2 out of 3 IPs versus non-specific IgG controls. Numbers of MS2 spectra are indicated. Proteins detected in respective IgG control IPs were excluded (-).

Table S2. Analysis of gene expression in cultured A_{undiff} following ID inhibition, related to Figure 3 (Excel file).

Cultured A_{undiff} were treated with vehicle or pan-ID inhibitor AGX51 for 20h and then analysed by RNA-Seq ($n=4$ independent cultures from separate mice). 

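Table S2 gives, for each gene past the study's thresholds, the raw and normalized counts of each library, the log2 fold change against vehicle and the FDR from limma-voom. It holds 2811 genes, of which the copy read here shows 1998. The authors' comparison over all 17167 genes gives the same number, the paper's 1371 higher and 1440 lower. Of these, edgeR on the filtered counts also called 1198 higher and 1297 lower, 230 were removed by the filter on low counts, and 0 were called in the opposite direction. For the 16 genes named in the text listed in the part shown, the log2 fold changes from edgeR and the paper's differed by less than the standard error in every case. For example, *Pdx1* was at -1.66 against the paper's -1.64, and *Neurog3* at -2.82 against the paper's -2.72.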

Table shows differentially expressed genes (FDR <0.05 and fold change >1.5).

SUPPLEMENTAL EXPERIMENTAL PROCEDURES

Mouse models and treatment

Wildtype adult mice were 6-8 weeks old and C57BL/6J background. *Id4*^{IRES-GFP} mice were maintained on a mixed FVBN/CBA/C57BL6 background and are described elsewhere (Best et al., 2014). Mice homozygous for the *Id4*^{IRES-GFP} allele were used for GFP expression analysis. *Id4*^{TAM-KO} mice were generated by crossing *Id4*^{IRES-GFP} mice with the UBC-CreER strain (Jackson Laboratories) (Chan et al., 2017; Ruzankina et al., 2007). The IRES-GFP reporter is retained following Cre-dependent deletion of floxed *Id4* exons (Best et al., 2014). Homozygous *Id4*^{IRES-GFP}; hemizygous UBC-CreER mice were used as experimental mice and homozygous littermate *Id4*^{IRES-GFP} mice without UBC-CreER as controls. To induce *Id4* deletion, 6–8-week-old adult *Id4*^{TAM-KO} mice were injected with 2 mg TAM (Sigma) daily for 2 consecutive days as described (Chan *et al.*, 2017). Animal studies were performed in accordance with the Australian Code of Practice for the Care and Use of Animals for Scientific Purposes. Experiments were subject to approval by Monash University and Medical Centre Animal Ethics Committees.

Immunofluorescence

For sections, testes were fixed with 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS) overnight at 4°C, cryoprotected with 30% sucrose and embedded in OCT (Tissue-Tek) for sectioning. Sections were blocked in 10% FBS (GE Healthcare) with 2% bovine serum albumin (BSA) (Sigma) in PBS, then incubated at 4°C overnight with primary antibodies in blocking solution. After PBS washes, sections were incubated with Alexa Fluor-conjugated secondary antibodies raised in Donkey (Thermo) and DAPI. For wholemount analysis, testes were detunicated, seminiferous tubules teased apart and rinsed in PBS, then fixed in 4% PFA for 5 hours

at 4°C. Fixed tubules were washed in PBS prior to blocking in 0.3% Triton X-100 in PBS (PBSX) supplemented with 10% FBS and 2% BSA. Tubules were incubated with primary antibodies in PBSX with 1% BSA at 4°C overnight. Samples were washed in PBSX, and primary antibodies detected as above. For IF analysis of cultured A_{undiff} , cells grown on Lab-Tek Chamber slides were fixed in 4% PFA and processed as described (Chan *et al.*, 2017). Slides were mounted in Vectashield mounting medium (Vector Labs) and imaged with Zeiss LSM780 FCS and Nikon C1 confocal microscopes at the Monash Micro Imaging (MMI) platform. ImageJ was used for image processing. Whole-mount tubules were assigned to different stages of the seminiferous epithelium cycle based on abundance and morphology of differentiating and undifferentiated spermatogonial populations as described previously (Chan *et al.*, 2017). Primary antibodies were as follows: rabbit anti-ID4 (clone 82-12, 1:2000) and rabbit anti-ID3 (clone 6-1, 1:2000) (CalBiochemicals); chicken anti-GFP (ab13970, 1:5000), rabbit anti-SALL4 (ab29112, 1:2000) and rabbit anti-SYCP3 (ab15093, 1:500) (Abcam); goat anti-PLZF (AF2944, 1:500), anti-GFR α 1 (AF560, 1:250), anti-SOX3 (AF2569, 1:250), anti-c-KIT (AF1356, 1:250), anti-E-cadherin (AF748, 1:250) and rabbit anti-EOMES (clone 1219A, 1:1000) (R&D Systems); rat anti-KI67 (clone SolA15, 1:250) and anti-GILZ (clone CFMKG15, 1:1000) (Thermo); rabbit anti-VASA (clone D10C5, 1:500), anti-RAR γ (clone D3A4, 1:500), anti-cleaved caspase 3 (#9579, 1:500), and anti-cleaved caspase 9 (#9509, 1:250) (Cell Signaling Technology).

Flow cytometry

Single cell suspensions were generated from testis by digestion with type II collagenase (Sigma) (La *et al.*, 2018a). Cells were stained for 25 minutes on ice with antibodies in phosphate-buffered saline (PBS) with 2% fetal bovine serum (FBS). Antibodies were as follows: PE anti-E-cadherin

clone DECMA-1 (1:250), APC anti-c-KIT clone 2B8 (1:500), PE-Cy7 anti-CD49f (integrin $\alpha 6$) clone GoH3 (1:500) (Thermo and BioLegend). DAPI was used for live/dead cell discrimination. Cell cycle analysis was performed with a Click-iT EdU Pacific Blue Flow Cytometry Kit (Thermo) according to manufacturer's instructions and 3-hour 10 μ M EdU treatment (Legrand et al., 2019). Analysis of fixed and permeabilised A_{undiff} for PLZF and EOMES is previously described (La et al., 2018b). Cells were sorted and analysed at Monash FlowCore using an Influx Cell Sorter and LSR Fortessa X-20 (BD Biosciences). Data were processed with FlowJo software.

Cell culture and treatment

A_{undiff} cultures were generated and maintained on mitotically-inactivated mouse embryonic fibroblasts (MEF) in StemPro-34 media supplemented with 10ng/ml GDNF, 10ng/ml bFGF, 20ng/ml EGF, 25 μ g/ml insulin and other additives as described (La *et al.*, 2018a). To establish cultures, A_{undiff} were enriched from testis cell suspensions using biotinylated anti-CD9 antibody clone MZ3 (BioLegend, 1:400) and EasySep Biotin Positive Selection kits (Stem Cell Technologies). For inhibitor treatment, adherent feeder cells were depleted from harvested cells on tissue culture plates for 1-2 hours and non-adherent spermatogonia collected and plated onto 12-well plates coated with Geltrex matrix (Thermo) as detailed (La et al., 2022). Inhibitors (MedChemExpress and Selleckchem) were dissolved in DMSO and diluted in supplemented StemPro-34 media to the following concentrations: 5 μ M PD0325901 (MAPK inhibitor), 1 μ M alpelisib (PI3K α), 20nM rapamycin (mTORC1) and 80 μ M AGX51 (pan-ID). Media for inhibitor studies contained GDNF, bFGF, EGF, insulin and other supplements as above.

Immunoprecipitation and western blotting

Immunoprecipitation and western blotting were performed as described (La *et al.*, 2018a; La *et al.*, 2022). The following antibodies were used for western blotting: rabbit anti-ID4 (clone 82-12, 1:1000) and anti-ID3 (clone 6-1, 1:1000) (CalBioReagents); rabbit anti-TCF3 (PA5-78190, 1:1000) (Thermo); hamster anti-PLZF (clone 9E12) (Hobbs *et al.*, 2010); rabbit anti-phospho-RPS6 (Ser235/236) (clone D57.2.2E, 1:2000), anti-phospho-p44/42 MAPK (Thr202/Tyr204) (clone D13.14.4E, 1:2000) and anti-phospho-AKT (Ser473) (D9E, 1:2000) (Cell Signaling Technology); and mouse anti- β -ACTIN (Sigma, 1:2000). Band intensity was quantified using ImageJ. Immunoprecipitation with rabbit anti-TCF3 antibody (PA5-78190, Thermo) was performed as detailed below.

Mass spectrometry

ID4 complexes were immunoprecipitated from wildtype cultured A_{undiff} lysate with Dynabeads coupled with rabbit anti-ID4 antibody (clone 82-12, CalBioReagents) using a Dynabeads Antibody Coupling Kit (Thermo Fisher) as described (La *et al.*, 2018a; Legrand *et al.*, 2019). Dynabeads coupled to non-specific rabbit IgG were used as control. Proteins were eluted in 0.2 M glycine pH 2.5 and analysed by the Monash Proteomics & Metabolomics Platform. Immunoprecipitated proteins were reduced with 10 mM TCEP (Thermo), alkylated with 40 mM chloroacetamide (Sigma Aldrich), and digested with sequencing grade trypsin (Promega). Samples were acidified with 1% formic acid (FA) and purified using OMIX C18 Mini-Bed tips (Agilent). Tryptic peptides were separated using a Dionex UltiMate 3000 RSLCnano system and analysed with an Orbitrap Fusion Tribrid mass spectrometer (Thermo). Raw data files were analysed with the Byonic software suite (ProteinMetrics) using a mouse protein sequence database (Uniprot/SwissProt).

RNA-Sequencing

Quality of RNA extracted from A_{undiff} as above was assessed using a Bioanalyzer and RNA quantity by Qubit. RNA-Seq was performed using a custom in-house multiplex method (Grubman et al., 2021). Index was added during initial pA priming and pooled samples amplified using a template switching oligo. P5 was added by tagmentation by Nextera transposase and PCR. Pooled libraries were sequenced on a NextSeq2000 by Monash Health Translation Precinct (MHTP) Medical Genomics Facility. Data were demultiplexed and processed by the Monash Bioinformatics Platform using the RNAsik pipeline. Raw counts files were uploaded to the Degust Webapp (<http://degust.erc.monash.edu>), which uses limma-voom for statistical analysis. Cut-off for differentially expressed genes was false discovery rate (FDR) <0.05 and fold change >1.5 . ComplexHeatmap and clusterProfiler tools (Bioconductor) were used to generate heatmaps and for pathway analysis (Wu et al., 2021).

SUPPLEMENTAL REFERENCES

Hobbs, R.M., Seandel, M., Falcioni, I., Rafii, S., and Pandolfi, P.P. (2010). Plzf regulates germline progenitor self-renewal by opposing mTORC1. *Cell* 142, 468-479.

Ruzankina, Y., Pinzon-Guzman, C., Asare, A., Ong, T., Pontano, L., Cotsarelis, G., Zediak, V.P., Velez, M., Bhandoola, A., and Brown, E.J. (2007). Deletion of the developmentally essential gene ATR in adult mice leads to age-related phenotypes and stem cell loss. *Cell Stem Cell* 1, 113-126.

Wu, T., Hu, E., Xu, S., Chen, M., Guo, P., Dai, Z., Feng, T., Zhou, L., Tang, W., Zhan, L., et al. (2021). clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. *Innovation (Camb)* 2, 100141.

# Supplementary material for: Functionally redundant roles of ID family proteins in spermatogonial stem cells
**Source:** Stem Cell Reports. 2024 Sep 26;19(10):1379–88. doi: 10.1016/j.stemcr.2024.08.011
**Supplement:** Document S2. Article plus supplemental information

Functionally redundant roles of ID family proteins in spermatogonial stem cells

Hue M. La,^{1,2,3,4} Ai-Leen Chan,^{1,2} Ashlee M. Hutchinson,^{1,2} Bianka Y.M. Su,^{1,2} Fernando J. Rossello,^{4,5,6,7} Ralf B. Schittenhelm,⁸ and Robin M. Hobbs^{1,2,9,*}

⁹Lead contact

<https://doi.org/10.1016/j.stemcr.2024.08.011>

SUMMARY

Spermatogonial stem cells (SSCs) are essential for sustained sperm production, but SSC regulatory mechanisms and markers remain poorly defined. Studies have suggested that the *Id* family transcriptional regulator *Id4* is expressed in SSCs and involved in SSC maintenance. Here, we used reporter and knockout models to define the expression and function of *Id4* in the adult male germline. Within the spermatogonial pool, *Id4* reporter expression and inhibitor of DNA-binding 4 (ID4) protein are found throughout the GFR α 1+ fraction, comprising the self-renewing population. However, *Id4* deletion is tolerated by adult SSCs while revealing roles in meiotic spermatocytes. Cultures of undifferentiated spermatogonia could be established following *Id4* deletion. Importantly, ID4 loss in undifferentiated spermatogonia triggers ID3 upregulation, and both ID proteins associate with transcription factor partner TCF3 in wild-type cells. Combined inhibition of IDs in cultured spermatogonia disrupts the stem cell state and blocks proliferation. Our data therefore demonstrate critical but functionally redundant roles of IDs in SSC function.

INTRODUCTION

Inhibitor of DNA-binding (ID) proteins play roles in cell development, proliferation, and fate and are dysregulated in neurological disorders and cancer (Wang and Baker, 2015). Mammals possess four members (ID1–ID4), containing a helix-loop-helix (HLH) motif mediating dimerization with other HLH proteins but lack DNA-binding domains. IDs heterodimerize with basic-HLH (bHLH) transcription factors, including E-proteins and class II factors (Wang and Baker, 2015). Heterodimers of E-proteins and class II factors bind E-box sequences to regulate gene expression. However, ID-bHLH heterodimers cannot bind DNA and are transcriptionally inactive. Since bHLH factors regulate genes associated with differentiation and cell-cycle arrest, IDs maintain cells in an undifferentiated and proliferative state (Roschger and Cabrele, 2017). ID function is also mediated through interaction with non-bHLH proteins (Roschger and Cabrele, 2017). Studies of *Id* knockout models have indicated that IDs have both redundant and unique roles (Lyden et al., 1999; Wang and Baker, 2015).

Sustained sperm production is dependent on spermatogonial stem cells (SSCs) in the testis seminiferous epithelium (La and Hobbs, 2019). SSCs self-renew and generate differentiation-destined progenitors that produce gametes

through spermatogenesis. SSCs are contained within a heterogeneous pool of undifferentiated spermatogonia (type A undifferentiated/ A_{undiff}) (Figure 1A). A_{undiff} exist as single (A_s) and chains of 2 (A_{pr}) or more cells (A_{al}) formed due to incomplete cytokinesis. A_{undiff} expressing receptor GFR α 1, the majority of A_s and A_{pr} , and a minor subset of A_{al} , comprise the SSC pool in which cells interconvert between renewing- and differentiation-biased states. EOMES, PDX1, and PLVAP mark the most undifferentiated or primitive cells (La et al., 2018b; Nakagawa et al., 2021). A_{undiff} positive for SOX3, RAR γ , and NGN3, which are mostly A_{al} plus some A_s and A_{pr} , act as progenitors although can revert to SSCs, particularly under regenerative conditions (La and Hobbs, 2019; Nakagawa et al., 2010). PLZF, SALL4, and E-Cadherin are expressed throughout the A_{undiff} pool and early differentiation stages (Figure 1A) (La and Hobbs, 2019; La et al., 2018b). In response to retinoic acid, progenitors induce c-KIT and differentiate, then undergo multiple divisions before generating meiotic spermatocytes.

SSC self-renewal depends on growth factors from testis somatic cells including glial cell-derived neurotrophic factor (GDNF) (Yoshida, 2019). *Id4* was identified in a screen for GDNF-induced genes in cultured A_{undiff} , and *Id4* knockdown inhibited SSC expansion *in vitro* (Oatley et al., 2011).

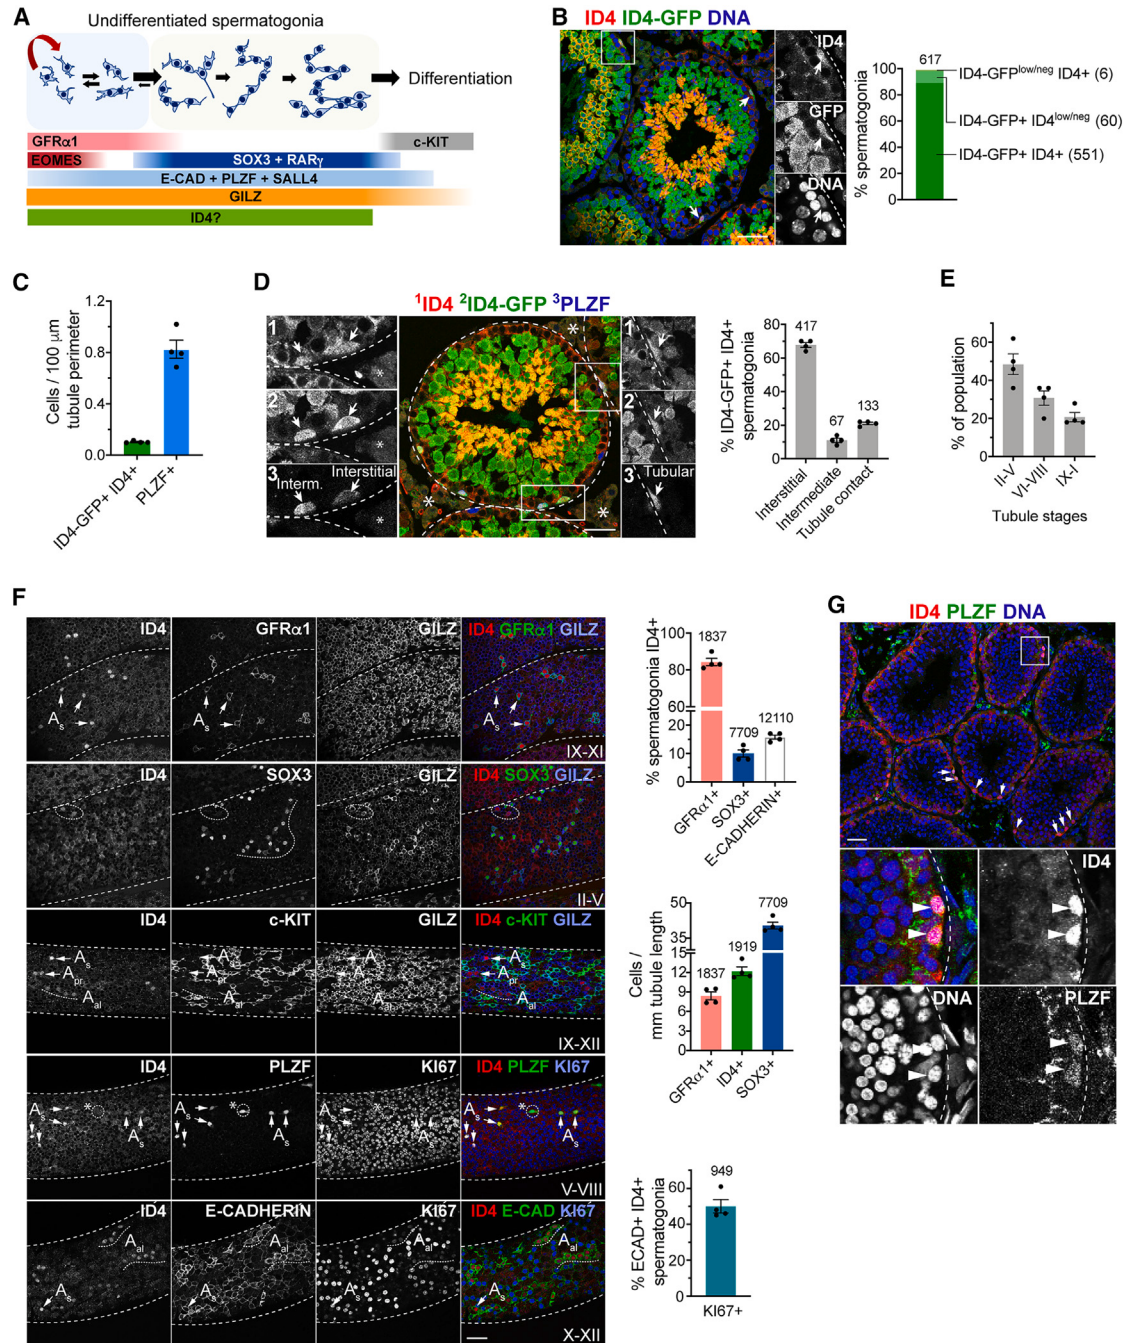

Figure 1. Expression pattern of *Id4* in adult testis

(A) Spermatogonial hierarchy and markers associated with A_{undiff} populations.

(B) Representative IF of adult *Id4*^{IRES-GFP} testis sections. Graph shows percentage overlap between GFP and ID4 expression ($n = 4$ mice). Arrows: GFP⁺ ID4⁺ spermatogonia.

(C) Abundance of GFP⁺ ID4⁺ and PLZF⁺ spermatogonia in sections from B normalized to tubule perimeter.

(D) Representative IF of adult *Id4*^{IRES-GFP} testis sections showing localization of GFP⁺ ID4⁺ spermatogonia within tubules. Arrows: GFP⁺ ID4⁺ spermatogonia. Graph shows percentage of cells localized at distinct tubule regions ($n = 4$ mice). Numbered panels show grayscale images of the indicated markers. Asterisks: autofluorescent interstitial regions.

(E) Distribution of GFP⁺ ID4⁺ spermatogonia to the indicated ranges of seminiferous tubule stages from D. 60 tubule cross-sections scored per animal ($n = 4$ mice).

(legend continued on next page)

Id4 null male mice exhibit age-dependent germline degeneration while overexpression blocks SSC-to-progenitor transition, supporting a role for ID4 in SSC maintenance (Helsel et al., 2017; Oatley et al., 2011). Expression of an *Id4*-GFP transgene was prominent in a subset of A_s and transplantation capacity strongly enriched within the *Id4*-GFP+ population, suggesting that SSC activity is primarily restricted to *Id4*-expressing A_s (Chan et al., 2014; Helsel et al., 2017). However, single-cell RNA sequencing (scRNA-seq) analysis and quantitative reverse-transcription PCR (RT-qPCR) of A_{undiff} fractions suggested broad expression of *Id4* within A_{undiff} (Hermann et al., 2018; Kitadate et al., 2019; La et al., 2018b). The identity of ID4+ cells in the germline therefore remains ambiguous. Moreover, ID4 targets in SSCs are poorly defined.

Here, using a knockin reporter, we characterize *Id4* expression in the male germline and study effects of *Id4* loss on SSCs. We find that *Id4* expression overlaps with that of GFR α 1 and SSC function remains intact following *Id4* deletion. We provide evidence that ID4 loss in A_{undiff} is compensated by ID3, and combined ID inhibition disrupts the SSC state. Our data resolve discrepancies concerning the identity of ID4+ spermatogonia and support a redundant role for IDs in SSC maintenance.

RESULTS AND DISCUSSION

Characterization of ID4+ cells in the adult male germline

Id4 expression in the germline has been inferred from a high-copy reporter, but studies have conflicted with scRNA-seq and other data (Chan et al., 2014; Kitadate et al., 2019; La et al., 2018b). The correlation between *Id4* transcription and protein in the germline also remains unclear. We therefore analyzed an *Id4*^{ires-GFP} knockin mouse that provides readout of endogenous gene activity (Best et al., 2014). Adult testis sections were analyzed by immunofluorescence (IF) for GFP and ID4 to compare gene activity with protein. GFP and ID4 were detected in a subset of spermatogonia in the seminiferous epithelium basal layer (Figure 1B). GFP was also detected in spermatocytes and spermatids toward the lumen, indicating that *Id4* is expressed during spermatogenesis although little specific nuclear ID4 signal was evident in spermatocytes (Figure 1B).

Extensive overlap between GFP and ID4 in spermatogonia (~90%) (Figure 1B) indicated a high degree of correlation between gene activity and protein and confirmed ID4 antibody specificity. GFP+/ID4+ spermatogonia were found exclusively within the PLZF+ population although represented a small fraction (~10%) of PLZF+ cells (Figures 1C and 1D). Most GFP+/ID4+ spermatogonia (~70%) were in proximity to the interstitium with minor fractions at regions of tubule-tubule contact or intermediate areas (Figure 1D), consistent with biased SSC localization (Hara et al., 2014; Kitadate et al., 2019). GFP/ID4+ spermatogonia were present throughout the seminiferous epithelium cycle, suggesting they may be SSCs, although were most evident at early stages (II–V) (Figure 1E) (Nakagawa et al., 2021; Tegelenbosch and de Rooij, 1993).

To characterize ID4+ spermatogonia, we analyzed wild-type seminiferous tubules by whole-mount IF (Figure 1F). In agreement with previous analysis (Kitadate et al., 2019), ID4 was mostly restricted to the GFR α 1+ population and the majority of GFR α 1+ cells were ID4+ (~80%). A small proportion of SOX3+ progenitors were ID4+ (~10%) but ID4+ cells were not found in the c-KIT+ differentiating population. ID4+ spermatogonia were as abundant as GFR α 1+ cells but much less than SOX3+ cells (Figure 1F). While predominantly in A_s and A_{pr} , ID4 was detected in some E-Cadherin+ A_{al} (Figure 1F), consistent with previous reports (Kitadate et al., 2019; Sharma et al., 2019). ~50% of E-Cadherin+/ID4+ spermatogonia were KI67+, confirming mitotic activity (Figure 1F). Nuclear ID4 was also evident in PLZF+ spermatogonia of the marmoset, suggesting conservation of function (Figure 1G). Although more broadly expressed than previously suggested (Chan et al., 2014), our data illustrate that *Id4* expression is mainly restricted to GFR α 1+ cells, indicating a functional role in SSCs.

Effects of *Id4* deletion on adult SSCs

Id4 null mice survive into adulthood but males exhibit germline loss, suggesting defects in SSC maintenance and/or development (Oatley et al., 2011). To define the role of ID4 in SSCs, we developed an inducible knockout model (*Id4*^{TAM-KO}) by crossing *Id4*^{ires-GFP} mice, containing *loxP* sites flanking exons 1 and 2 (Best et al., 2014), with UBC-CreER transgenic mice, allowing tamoxifen (TAM)-induced gene deletion in spermatogonia (Chan et al., 2017).

(F) Representative whole-mount IF of adult wild-type seminiferous tubules. Tubule stage is indicated. Selected A_{undiff} are highlighted with arrows. Graphs show the percentage of spermatogonial populations expressing ID4 (top), abundance of spermatogonial populations (middle), and percentage of ID4+ E-Cadherin+ spermatogonia KI67+ (bottom). 37–40 mm of tubules analyzed on one tubule face per animal ($n = 4$ mice).

(G) Representative IF of adult marmoset testis sections ($n = 2$ animals). Arrows: ID4+ PLZF+ spermatogonia. Graphs show mean $\pm$ SEM. Total numbers of scored cells are indicated. Tubule basement membrane or profile is indicated with dashed lines. Insets show higher magnification details. Scale bars 50 μ m.

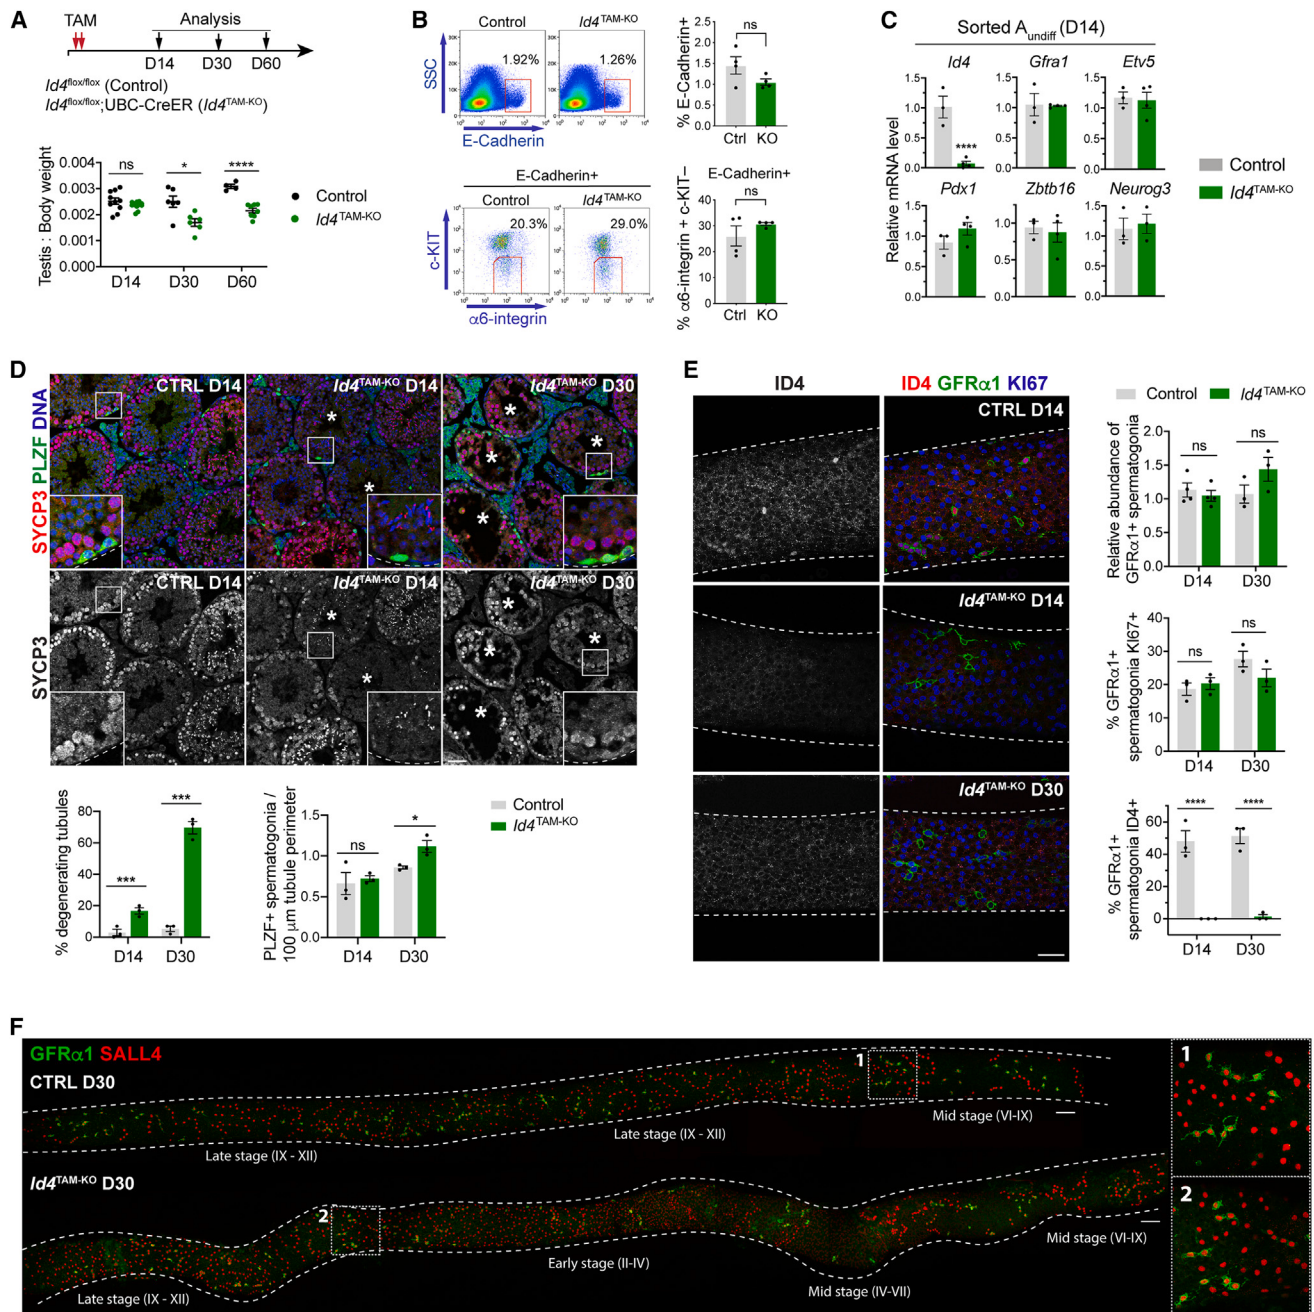

Figure 2. Effects of inducible *Id4* deletion on the adult male germline

(A) *Id4^{lox/lox}* UBC-CreER (*Id4^{TAM-KO}*) and Cre-negative littermate control mice were treated with tamoxifen (TAM) and harvested at indicated time points. Lower panel: testis-to-body-weight ratio ($n = 4$ mice per genotype).

(B) Representative flow cytometry of testis cells from *Id4^{TAM-KO}* and control mice D14 post-TAM. Percentages of cells within gates are indicated. Graphs show percentage of cells E-Cadherin+ (top) and percentage of E-Cadherin+ cells α6-integrin+ c-KIT- (*A_{undiff}*) ($n = 4$ mice per genotype).

(C) RT-qPCR of sorted *A_{undiff}* (E-Cadherin+ α6-integrin+ c-KIT-) from *Id4^{TAM-KO}* and control mice D14 post-TAM ($n = 3$ controls, $n = 4$ *Id4^{TAM-KO}* mice).

(D) Representative IF of testis sections D14 and D30 post-TAM. Asterisks: degenerating tubules. Graphs show percentage of tubules degenerating (left) and abundance of PLZF+ spermatogonia (right) ($n = 3$ mice per genotype and time point, 50 tubule cross-sections scored per animal).

(legend continued on next page)

Id4^{TAM-KO} and Cre-negative controls (6–8 weeks old) were treated with TAM and analyzed 14, 30, and 60 days (D) later (Figure 2A). Testis-to-body-weight ratios of *Id4*^{TAM-KO} mice were unaffected D14 post-TAM but lower at D30 and D60 than controls, suggesting germline depletion (Figure 2A). To study the impact of *Id4* deletion on SSCs, A_{undiff} (E-Cadherin+ α 6-integrin+ c-KIT–) were sorted D14 post-TAM (La et al., 2022). The percentage of testis cells E-Cadherin+ and proportion of E-Cadherin+ cells that were undifferentiated (c-KIT–) were unaffected in *Id4*^{TAM-KO} mice (Figure 2B). By RT-qPCR, *Id4* expression was substantially reduced in *Id4*^{TAM-KO} A_{undiff}, confirming *Id4* deletion (Figure 2C). However, expression of the A_{undiff} marker *Plzf* (*Zbtb16*), SSC-associated genes (*Gfra1*, *Etv5*, *Pdx1*), and the progenitor marker *Ngn3* (*Neurog3*) were unaltered, indicating an intact A_{undiff} pool (Figure 2C).

While IF for germ cell marker VASA suggested a normal seminiferous epithelium in *Id4*^{TAM-KO} testis D14 post-TAM (Figure S1A), ~15% of tubules showed depletion of SYCP3+ spermatocytes and degeneration (Figures 2D and S1A). By D30, ~70% of *Id4*^{TAM-KO} tubules were degenerating, indicating progressive loss of spermatogenic cells (Figures 2D and S1A). The seminiferous epithelium had partially recovered by D60 although still contained depleted tubules (Figure S1B). Notably, PLZF+ spermatogonia were still present in the basal layer of *Id4*^{TAM-KO} degenerating tubules, and abundance was comparable to controls at D14 and slightly increased by D30 post-TAM (Figure 2D). IF of D30 and D60 *Id4*^{TAM-KO} testis confirmed ID4 loss in GFP+ A_{undiff} that would normally express *Id4* (Figure S1B) (Best et al., 2014).

By whole-mount IF, the abundance of GFR α 1+ spermatogonia and the proportion that were KI67+ were comparable in *Id4*^{TAM-KO} and control tubules at D14 and D30 post-TAM, suggesting that SSCs tolerated *Id4* loss and remained mitotically active (Figures 2E and 2F). Loss of ID4 in GFR α 1+ cells was confirmed (Figure 2E). RAR γ + progenitors and c-KIT+ differentiating spermatogonia were present as normal in D14 and D30 *Id4*^{TAM-KO} tubules (Figure S1C) and seminiferous cycle intact as judged by periodic changes in SALL4+ spermatogonial populations (Figure 2F) (Chan et al., 2017; Tegelenbosch and de Rooij, 1993). Our data indicated that *Id4* deletion resulted in spermatocyte degeneration while SSCs and spermatogonia remained intact. Interestingly, ~80% of the GFR α 1+ population in C57BL6

wild-type mice was ID4+, but only ~50% were ID4+ in control mice on a mixed FVB/CBA/C57BL6 background (Figures 1F and 2E), suggesting that genetic background influences *Id4* expression within the A_{undiff} pool.

Functional redundancy of ID proteins in A_{undiff}

Our analysis indicated that ID4 was dispensable for SSC function. However, *Id4* overexpression blocks SSC differentiation, supporting roles in fate regulation (Helsel et al., 2017). To dissect ID4 function in SSCs, we generated A_{undiff} cultures from *Id4*^{TAM-KO} mice and controls D14 after *Id4* ablation (La et al., 2018b). Importantly, *Id4*^{TAM-KO} cultures could be established and passaged for at least 6 months (Figures 3A, 3B, and S2A). While control colonies expressed GFR α 1 and ID4, cultured A_{undiff} from *Id4*^{TAM-KO} mice were GFR α 1+ but ID4 negative, confirming *Id4* deletion (Figure 3B). No difference in growth rate between control and *Id4*-deleted cultures was observed (Figure S2B). Further, ID4 loss did not affect the expression of SSC or progenitor-associated genes (*Gfra1*, *Eomes*, *Sox3*, *Neurog3*) or A_{undiff} markers (*Sall4*) (Figure S2C). Therefore, ID4 was not required for the generation or expansion of A_{undiff} cultures.

Given that IDs can have redundant roles (Wang and Baker, 2015), we analyzed *Id* family expression and found that *Id4*-deleted cultures upregulated *Id3* while *Id1* and *Id2* were unaltered (Figure S2C). We confirmed significant ID3 upregulation (~1.5-fold) by western blot (Figure 3C). To assess *Id3* expression following *Id4* deletion *in vivo*, we analyzed *Id4*^{TAM-KO} and control testis D30 post-TAM by IF. ID3 levels were increased within GFP+ A_{undiff} following *Id4* ablation (Figure 3D). However, ID3 was not readily detected in spermatocytes of controls or *Id4* knockouts (Figures 3D and S2D), suggesting that ID4 loss is compensated by ID3 in A_{undiff} but not in meiotic cells. Interestingly, ID3 and ID4 expression in wild-type cultured A_{undiff} were regulated by similar pathways including mitogen-activated protein kinase, involved in SSC self-renewal (Hasegawa et al., 2013), supporting redundant roles (Figures 3E and S2E).

ID function is defined by interacting proteins (Roschger and Cabrele, 2017). However, ID-binding partners in A_{undiff} are poorly defined. We therefore characterized ID4-interacting proteins in cultures by immunoprecipitation (IP) and mass spectrometry (Figure 3F; Table S1). As expected, class I bHLH E-proteins including TCF3 (E47) and TCF12

(E) Representative whole-mount IF of tubules at indicated time points and associated graphs from analysis of GFR α 1+ spermatogonia ($n = 3$ or $n = 4$ mice per genotype and time point).

(F) Representative whole-mount IF of *Id4*^{TAM-KO} and control tubules D30 post-TAM. Images taken along tubule length. Stages of seminiferous epithelium regions are indicated. Data are mean $\pm$ SEM. Insets show higher magnification details. Scale bars 50 μ m (D, E), 100 μ m (F). Dashed lines indicate tubule basement membrane or tubule profile. Significance by two-tailed Student's *t* test ($p > 0.05$ [ns], $*p < 0.05$, $***p < 0.001$, $****p < 0.0001$).

See also Figure S1.

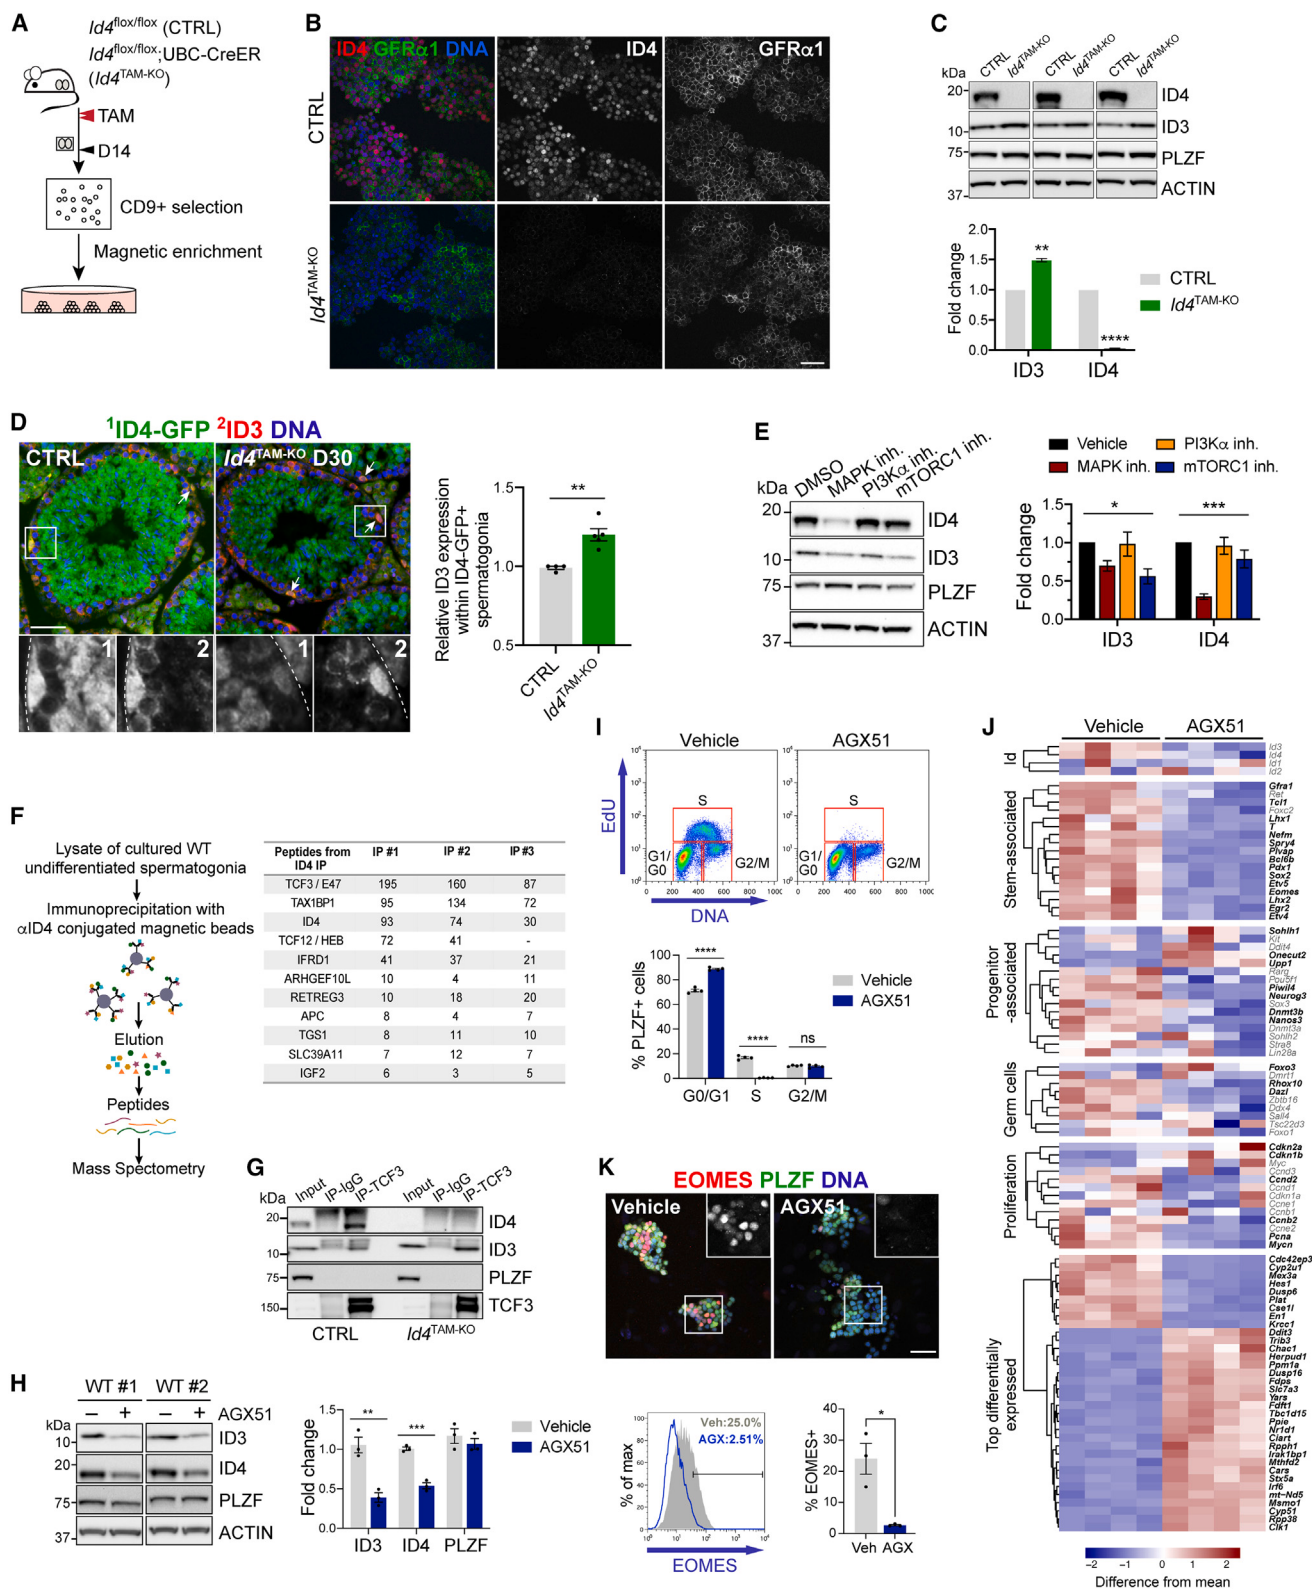

(legend on next page)

(HEB) were identified as ID4 interaction partners (Figure 3F) (Wang and Baker, 2015). Novel interacting proteins included autophagy receptor TAX1BP1 and transcriptional coregulator IFRD1 (Figure 3F) (Iezaki et al., 2016; Kirkin and Rogov, 2019). Gene ontology indicated ID4 associated with factors involved in cell cycle and metabolism (Figure S2F). ID4 associates with TCF3 and TCF12 in mammary epithelium to regulate development and differentiation (Holliday et al., 2021), suggesting similar roles for ID4-TCF3/TCF12 in the male germline. Given that ID3 potentially compensates for ID4 loss, we tested whether ID3 interacted with similar partners. IP of TCF3 from control cultured A_{undiff} confirmed that TCF3 bound both ID4 and ID3 (Figure 3G). Importantly, in *Id4*-deleted cells, interaction between TCF3 and ID3 was robust, consistent with ID3 upregulation and redundant roles of IDs in A_{undiff} (Figure 3G).

ID inhibition disrupts A_{undiff} fate and function

Our data indicated that ID3 and ID4 were functionally redundant in SSCs. *Id1* and *Id2* expression were also detectable, suggesting SSC regulation by all IDs. We therefore treated wild-type A_{undiff} cultures with pan-ID inhibitor AGX51, which binds a conserved cleft in the ID HLH domain and disrupts E-protein interaction (Wojnarowicz et al., 2019, 2021). AGX51 reduced ID3 and ID4, consistent with decreased stability when prevented from binding E-proteins (Figure 3H) (Bounpheng et al., 1999; Wojnarowicz et al., 2019). ID4 reduction was confirmed by IF while GFR α 1 was still detected (Figure S2G). AGX51 induced G0/

G1 arrest, although it did not trigger substantial apoptosis (Figures 3I and S2H).

RNA sequencing (RNA-seq) of A_{undiff} cultures treated with AGX51 revealed a striking shift in gene expression (Figure 3J; Table S2). While many germ and A_{undiff} markers (*Sall4*, *Ddx4/Vasa*, and *Tsc22d3/Gilz*) were unaltered, SSC-associated genes were downregulated (e.g., *Eomes*, *Pdx1*, *Lhx1*, *Plvap*, *T/Brachyury*, *Gfra1*, and *Spry4*) (La et al., 2018b; Luo et al., 2023). EOMES+ cells were depleted from A_{undiff} cultures by AGX51 (Figure 3K). Progenitor-associated genes were variably affected, with some upregulated (e.g., *Sohlh1*, *Onecut2*, and *Upp1*) and others downregulated (e.g., *Piwil4*, *Neurog3*, and *Nanos3*), suggesting modulation of the differentiation program. Cell cycle inhibitors (*Cdkn2a* and *Cdkn1b*) were upregulated, and genes involved in cell cycle progression (*Ccnd2*, *Ccnb2*, *Pcna*, and *Mycn*) were downregulated, consistent with the role of IDs in proliferation. Expression of *Id* members was not substantially altered. Pathway analysis indicated changes in networks associated with metabolism, DNA repair, cell cycle, and development (Figure S2I).

In summary, we show that within the spermatogonial pool, *Id4* expression is restricted to A_{undiff} and overlaps with SSC marker GFR α 1, consistent with the role of GFR α 1 as GDNF receptor and *Id4* as a GDNF-induced gene in A_{undiff} (La and Hobbs, 2019; Oatley et al., 2006). However, despite roles of IDs in stem cell maintenance and ability of overexpressed ID4 to block SSC differentiation (Helsel et al., 2017; Lasorella et al., 2014), ID4 loss

How the deposited data were processed for this re-analysis (not part of the article)

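RNA-seq of cultured A_undiff_ from 4 wild-type mice, treated for 20 h with vehicle or AGX51 at 80 µM, gave 8 libraries, 4 per group. The sample labels state 80 mM for the dose and CBA/J for the strain, while the supplemental procedures state C57BL/6J; neither difference enters a test. The authors made the raw count values with the RNAsik pipeline, and the submitters' notes name STAR, Salmon, featureCounts, edgeR, limma and GRCm38 without versions. The deposited CPM values were made by the authors as counts per library total of the listed genes. The log2 fold change and average expression values were made by the authors with limma-voom in Degust. The FDR and p-value columns were made by the authors with limma-voom over the 17167 listed genes. The rule by which these genes were chosen, and whether strand was used in counting, are not stated in the text or supplements. For 22 genes a spreadsheet had turned the name into a date, and the names were restored from gene IDs; 17147 IDs matched GENCODE release M21, which gives names and coordinates on GRCm38.

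From the counts, R 4.3.3 and edgeR 4.0.16 were used with filterByExpr (minimum count 10, minimum total 15), TMM and the quasi-likelihood test of AGX51 against vehicle, with Benjamini-Hochberg adjustment over 14428 tested genes; 2739 genes were not tested. A gene was called at an adjusted p under 0.05 and a fold change above 1.5. Totals were 4303318 to 9586105 counts per library. Replicates differed by more than counting noise (chi-square per degree of freedom 6.25 to 19.9) and no libraries were identical. The sample labels give libraries of the same number the same culture letter, so the numbers pair the libraries by culture. After group means were removed, same-number libraries correlated at 0.113 to 0.444 and others at -0.287 to 0.0951. Blocked values stand beside a result where they change its call or move a count by more than 1.5 times.

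The gene lists, thresholds, rules for naming genes and alternatives were fixed before the data were examined, apart from the added settings and the genes given in the text as named after their values were seen; the first rows of Table S2, Fig. 3J and Fig. S2I had been seen, so the SSC-associated, progenitor, stress, cholesterol, circadian, patterning and repair lists are not independent of them, nor are the ID family, germ cell, ERK target, kinase inhibitor and G1 cyclin, CDK and MYC lists, which share genes with Fig. 3J. The 39 lists cover ID and E-protein genes, SSC-associated, A_undiff_ and germ cell, progenitor, differentiating, meiosis and piRNA genes, ERK targets, cell cycle groups, DNA repair, p53 targets, apoptosis, stress response groups, metabolism, circadian, Hox, patterning and Notch genes, ribosomal, mitochondrial and housekeeping genes, and markers of fibroblasts and other testis cells. Named genes are those in the paper's text for this experiment, the 10 largest changes in each direction among called genes with a mean log2 CPM of at least 1 and the same direction in 4 cultures, up to 4 members of each list with the smallest adjusted p, members of lists of 12 or fewer genes, and genes whose call differs from the mark in Fig. 3J. Lists were tested with fry and camera (limma 3.58.1; preset correlation 0.01, and estimated), adjusted over 38 lists. Mouse Reactome sets from fgsea 1.28.0 with 15 to 300 tested members were tested the same way, over 12883 genes with an Entrez ID; the study's clusterProfiler analysis was not repeated.

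The calls were tested on simulated data with 200 changed genes: edgeR found 76% at fold 2 and 94% at fold 4, and called 7 of 14176 unchanged genes. The simulated spread followed each gene's mean level alone, with no culture effect. In the real data 18.5% of tested genes were called, so these rates may not carry over. Alternatives were RLE, upper quartile and total scaling, other filters, DESeq2 1.42.0, limma-voom, blocks by culture, other fold rules, equal depth (4303318 counts per library), no mitochondrially encoded genes and each library left out. Added after the data were seen were limma-voom on every listed gene, the fibroblast marker mean as a covariate and both libraries of culture 4 left out. Library properties were compared by exact permutation tests, which ignore the pairing by culture, and by sign-flip tests over the 4 culture pairs. The smallest p that the sign-flip test allows is 0.125, so it cannot fall under 0.05.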

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

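The tests that use the fibroblast marker mean, and the test of whether these markers rose alike, were chosen after the results were seen; the tests at equal depth were not.

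Several gene groups that the paper's text does not discuss held called genes. Of 17 tested circadian clock genes, 7 were called, all higher (7 when adjusted over the list alone): the repressor gene *Nr1d1* rose to 62.2 from 10.1 CPM, a log2 fold change of 2.61 (standard error 0.14, adjusted p = 3.79e-07), with *Nfil3* at 1.76, *Ciart* at 1.72 and *Per1* at 1.32; the list was written with Fig. S2I in view, and its camera adjusted p was 1.03e-10, 0.0278 with an estimated correlation and 0.11 with culture as a block as well. Of 13 tested Notch pathway and HES/HEY genes, 5 were called, all lower (7 lower and 1 higher when adjusted over the list alone). These were *Nrarp* at -1.75, *Hes5* at -1.67, *Hes1* at -1.47, *Lfng* at -1.42 and, named after its value was seen, *Notch1* at -0.73. With the fibroblast marker mean as a covariate *Hes5* was not called (-1.29, adjusted p = 0.0636). Its fold shrank and its standard error grew from 0.38 to 0.49. At equal depth 3 Notch genes were lower, and with culture as a block 7 were lower and 1 higher. Camera's adjusted p for the Notch list was 0.00211, and 0.0966 with an estimated correlation. Of 24 tested Hox genes, 8 were called, all lower (8 when adjusted over the list alone), with *Hoxb8* at -1.58, *Hoxb4* at -1.09 and *Hoxb7* at -0.93 (camera adjusted p = 0.000836, 0.174 with an estimated correlation). Of 22 p53 targets, 6 were called, all higher (6 when adjusted over the list alone), with *Tnfrsf10b* at 0.74 and *Plk2* at 0.73 (camera adjusted p = 0.00265, 0.435 with an estimated correlation). Among the 16 not called were, named after their values were seen, *Cdkn1a* (-0.03), *Mdm2* (-0.09), *Ccng1* (0.06) and *Bax* (-0.01). Of the 6 called, *Gdf15* also stands on the stress response list, and *Bbc3* and *Tnfrsf10b* on the pro-apoptotic list. Of 14 NRF2 antioxidant targets, 5 were called, all higher (5 when adjusted over the list alone): the heme oxygenase gene *Hmox1* at 1.96, *Slc7a11*, *Srxn1* at 1.02, *Gclm* at 0.64 and, named after its value was seen, *Ftl1* at 0.69 (camera adjusted p = 0.0217, 0.435 with an estimated correlation). When the fibroblast marker mean was a covariate, 3 were higher and 1 lower, and *Srxn1* was not called (0.47, adjusted p = 0.0654); *Gclm* was not called with total scaling (0.57). Of 16 tested piRNA pathway genes, 6 were called: *Mael* was higher and *Piwil4*, *Asz1* (-1.15), *Piwil1* (-1.01) and, named after their values were seen, *Pld6* (-1.40) and *Tdrd7* (-0.62) were lower (1 and 5 when adjusted over the list alone; camera adjusted p = 0.0365, 0.517 with an estimated correlation; fry adjusted p = 0.0585, 0.0115 with culture as a block). With that covariate 1 was higher and 3 were lower, and *Piwil1* was not called (-0.71, adjusted p = 0.0851). The paper's text for this experiment also does not discuss the groups of the 7 called ERK pathway targets, of which it names *Spry4*, the 6 called aminoacyl-tRNA synthetase genes, the 11 called fibroblast markers and the 4 called mitochondrially encoded mRNA genes.

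Single libraries stood apart from the other 3 of their group in 24 of 310 groups of values tested, and chance gives about 1 in 20. In AGX51 replicate 1, *Bcl6b* CPM was 8.13 against 11.31 to 11.62. In AGX51 replicate 2, the number of genes detected was 16798 against 16995 to 17020 and *Stmn4* CPM was 47.01 against 20.95 to 21.73. In AGX51 replicate 3, *Slc7a3* CPM was 19.4 against 20.69 to 20.95. In AGX51 replicate 4, *Cdkn1a* CPM was 490.3 against 268.5 to 303.8, *Hk2* CPM was 28.23 against 16.75 to 17.51 and *Thy1* CPM was 165.7 against 86.25 to 98.9. In vehicle replicate 1, *Dusp6* CPM was 272.1 against 196.7 to 201.2, *Pax6* CPM was 1.097 against 0.4164 to 0.4649 and *Tnp1* CPM was 34.23 against 25.85 to 26.96. In vehicle replicate 2, the percent of counts from mitochondrially encoded genes was 6.695 against 5.508 to 5.684, *Spry4* CPM was 16.27 against 21.03 to 21.83, *Id1* CPM was 44.04 against 29.29 to 31.3, *Stmn4* CPM was 4.765 against 1.77 to 1.989, *Ccdc40* CPM was 117.4 against 6.801 to 16.03 and *Tcf3* CPM was 87.97 against 74.49 to 75.68. In vehicle replicate 3, *Cyp51* CPM was 93.57 against 106.6 to 109.2 and *Hes5* CPM was 5.338 against 2.811 to 3.138. In vehicle replicate 4, *Gfra1* CPM was 91.93 against 127.6 to 130.7, *Neurog3* CPM was 2.707 against 1.743 to 1.884, *Cdkn2a* CPM was 56.22 against 32.66 to 34.44, *Hmox1* CPM was 54.76 against 42.56 to 44.28, *Nfil3* CPM was 3.54 against 4.388 to 4.501 and *Thy1* CPM was 83.08 against 50.79 to 54.52.

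Fibroblast markers and *Cdkn2a* were both higher with AGX51. Lower depth is argued against, since at equal depth the markers' median log2 fold change was 0.583. A larger share of feeder cells may be the source: 13.6% of the 22 markers lay more than 2 standard errors from their median. Those markers, named after their values were seen, did not rise: *Pdgfrb* (0.04), *Pdgfra* (-0.11) and *Thbs1* (-0.45). A larger share of unchanged feeder cells would raise them too. *Sparc* was at 928 ± 229 CPM in vehicle and 1650.0 ± 509.5 CPM in AGX51 (SD, n = 4). With the marker mean as a covariate *Cdkn2a* went from 1.35 (standard error 0.39) to 0.159 (0.22), its call ending because the fold itself shrank. The marker mean was itself higher with AGX51 in 4 of 4 cultures, so this fit can also take away an effect of the treatment. For *Cdkn1b* the same fit gave 0.744 (standard error 0.21), which argues against a larger share of feeder cells as its whole source. The markers rose in 4 of 4 cultures, so a rise of *Cdkn2a* within spermatogonia, a loss of spermatogonia and a response of feeder cells that escaped depletion stay open; 0 of the 23 listed markers stand on another list, though *Thy1* is also a surface protein of spermatogonia.

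Mitochondrially encoded mRNAs went both ways, and 7 of the 13 are among the genes with deposited counts. The library share of counts from all listed mitochondrially encoded genes, rRNA and tRNA genes included, had an exact permutation p = 0.543. Of the 7 mRNAs, all tested, *mt-Co1* (1.27) and *mt-Nd5* (1.13) were higher and *mt-Nd1* (-1.03) and *mt-Cytb* (-0.96) were lower (2 and 2 when adjusted over the list alone). With the fibroblast marker mean as a covariate 4 of these 4 genes kept their direction beyond 2 standard errors. That argues against a larger share of feeder cells as the whole source, while a change within feeder cells was not tested. At equal depth 4 of 4 were called, which argues against depth as the whole source. Of 12 mitochondrial tRNA genes, 9 were higher and 1 was lower. *mt-Nd5* shares exon bases with *mt-Nd6* on the opposite strand and *mt-Co1* with *mt-Ts1*; reads of unprocessed or antisense transcripts were not tested and stay open, as does an effect of AGX51 on mitochondrial RNA.

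Stress response genes were higher with AGX51 in 23 of 29 cases. With the fibroblast marker mean as a covariate the median of the 23 was 1.27. In the main fit, 17 of the list's genes exceeded 1.06, the largest rise of a fibroblast marker. Both argue against a larger share of unchanged feeder cells as the whole source. A stress response within feeder cells would pass both checks and stays open. At equal depth 23 of 23 were called, which argues against depth. That AGX51 induces the response in spermatogonia is a hypothesis that may hold; whether loss of ID function or another action of the compound raises it was not tested, since there is no ID-null or inactive-compound arm. Stress from the vehicle or the replating is shared by both arms.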

How the results depend on the processing

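The settings with the fibroblast marker mean as a covariate, with limma-voom on every listed gene and without both libraries of culture 4 were chosen after seeing the data; the others were not. Across 25 settings 0 of the called genes were called in the opposite direction, a count that leaves out lost calls. The fit with the fibroblast marker mean as a covariate kept 853 of the 1236 higher and 872 of the 1432 lower calls. With no fold threshold 2190 genes were higher and 2211 lower, and against a fold change of 1.5 by glmTreat 323 and 351, because these settings loosen or tighten the test. Leaving out single libraries gave 1054 to 1294 higher and 1172 to 1396 lower genes. The same ranges were 7 to 15 for G1/S and DNA replication genes lower (12 with all libraries), 1 to 3 for G2/M genes lower (2), 1 to 2 for cyclin-dependent kinase inhibitor genes higher (2) and 1 to 3 for G1 cyclin, CDK and MYC genes lower (2). With the fibroblast marker mean as a covariate, the counts were 4 for G1/S genes lower, 1 for G2/M genes lower and 3 higher, 1 for kinase inhibitor genes higher and 1 lower, 4 for G1 cyclin, CDK and MYC genes lower and 4 for DNA repair genes lower. It also gave 1 p53 target, 1 Sertoli cell marker and 1 macrophage marker lower and 1 Hox and 1 Notch gene higher, where none was called, 2 pro-apoptotic genes lower against 1, 2 meiosis genes higher against 1 and 1 glycolysis gene higher against 2. Without both libraries of culture 4, 1 G2/M gene was lower. With culture as a block, the counts were 11 Hox genes lower, 12 meiosis genes lower, 3 genes of differentiating spermatogonia lower, 8 ERK targets lower, 10 repair genes lower, 14 cholesterol genes higher and 10 fibroblast markers higher, each within 1.5 times of the count without it. Apart from these and the blocked values given beside their results, the block changed no call of a list or of a named gene. Required counts of at least 10 in every library left 10 patterning genes lower, as fewer genes were tested. The causes of the other changes were not tested. The SSC-associated genes lower ran from 14 to 18 and the stress response genes higher from 20 to 25 over 23 settings. Depth limits genes near the filter: 2739 of the listed genes were not tested.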

Differences from the paper's values

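With all libraries and the test used here, no log2 fold change differed from the paper's beyond its standard error; the paper gives no error for its count of genes. Without AGX51 replicate 1, *Nanos3* had -1.66 against the paper's -1.42, and without AGX51 replicate 4, *Ccnd2* had -0.78 against -0.65. The number of called genes was 2668 against the paper's 2811, at the same thresholds; limma-voom on every listed gene, a setting chosen after seeing the values, gives 2811 and drops 0 of the paper's called genes. Of the 59 genes of the 5 blocks in Fig. 3J, 29 are bold and called here, 27 are neither, and 3 differ. *T* is marked as changed there and was not tested here because of low counts; it was called lower with no count filter (log2 fold change -2.45, adjusted p = 0.00385), with a CPM of at least 1 in at least 4 libraries (-2.47), without vehicle replicate 4, without any 1 of the AGX51 replicates 1 to 4, and in 2 settings added after seeing the data, limma-voom on every listed gene and both libraries of culture 4 left out. *Foxo3*, marked as changed, had a log2 fold change of 0.58 (standard error 0.13, adjusted p = 0.0043), just under a fold change of 1.5; it was called higher with RLE factors, no count filter, DESeq2, without vehicle replicate 1, 2 or 3, without AGX51 replicate 3 or 4, and with the added settings limma-voom on every listed gene and the fibroblast marker mean as a covariate. *Dnmt3a*, not marked, had a log2 fold change of -0.59 (standard error 0.11, adjusted p = 0.00126) and was called lower, and 10 of 23 settings did not call it: RLE factors, no count filter, DESeq2, without vehicle replicate 1 or 3, without AGX51 replicate 1 or 4, and all 3 added settings.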

Other observations

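Few markers of other testis cells had enough counts to be tested. Of 6 tested Sertoli cell markers, 2 were higher and none was lower (2 higher when adjusted over the list alone): *Kitl*, which encodes KIT ligand, with a log2 fold change of 1.59 (standard error 0.30, adjusted p = 0.00176), and *Clu* with a log2 fold change of 0.89 (standard error 0.21, adjusted p = 0.00732); with culture as a block, *Inhbb* was called lower (-0.69, adjusted p = 0.00908) and fry's adjusted p for the list went from 0.273 to 0.0391, upward. With the fibroblast marker mean as a covariate, a setting added after seeing the data, *Kitl* had 0.79 (adjusted p = 0.00926). *Star*, the 1 Leydig cell marker tested, was higher with a log2 fold change of 0.75 (standard error 0.25, adjusted p = 0.039) (also when adjusted over the list alone), a call lost in 12 of 23 settings: without vehicle replicate 1, 2, 3 or 4, without AGX51 replicate 1, 3 or 4, with upper quartile or total scaling, at equal depth, and in 2 settings added after seeing the data, the fibroblast marker mean as a covariate and both libraries of culture 4 left out. Of 5 peritubular and smooth muscle markers, *Tagln* was higher with a log2 fold change of 0.65 (standard error 0.20, adjusted p = 0.0245) (1 when adjusted over the list alone) but not in 6 of 23 settings: without vehicle replicate 1 or 3 or AGX51 replicate 4, with total scaling, and in the same 2 added settings. Of 3 tested macrophage markers, *Cd68* was higher (0.85; 1 when adjusted over the list alone), and of 3 tested endothelial markers *Kdr*, a VEGF receptor gene, was lower (-2.57; 1 when adjusted over the list alone), with 2 lower without vehicle replicate 2 or AGX51 replicate 4 and 0 when at least 10 counts were required in every library. Both tested spermatid markers were lower, *Spaca1* (-1.79) and *Tnp1* (-1.01), 2 when adjusted over the list alone.

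In a principal component analysis, component 1 held 48.9% of the variance and component 2 16.3%. The number of genes detected was 17104 ± 4.66 in vehicle and 16954 ± 105 in AGX51 libraries (SD, n = 4; exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow). With the pairing by culture kept, the exact sign-flip test gave p = 0.125, the smallest that 4 pairs allow. Total counts were also lower with AGX51 in 4 of 4 cultures, and the role of depth in this number was not tested. Of the 35 ways to split the 8 libraries into 4 and 4, 1, the real split, gave as many called genes, 2668. The highest of the others gave 1. Each of those mixes vehicle and AGX51 libraries, so a treatment effect widens its groups and was bound to keep its calls few. The 35 splits also ignore the pairing by culture. Of the 8 splits that part all 4 culture pairs, the real one included, the highest other also gave 1. These 8 are too few for a share under 0.05, so chance is not excluded by this count when the pairing is kept.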
